# CRB3 and the FERM protein EPB41L4B regulate proliferation of mammary epithelial cells through the release of amphiregulin

**DOI:** 10.1371/journal.pone.0207470

**Published:** 2018-11-15

**Authors:** Stephanie J. Walker, Laura M. Selfors, Ben L. Margolis, Joan S. Brugge

## Abstract

Numerous observations have suggested a connection between the maintenance of cell polarity and control of cell proliferation; however, the mechanisms underlying these connections remain poorly understood. Here we found that ectopic expression of CRB3, which was previously shown to restore tight junctions and membrane polarity in MCF-10A cells, induced a hyperproliferative phenotype, with significantly enlarged acini in basement membrane culture, similar to structures induced by expression of proliferative oncogenes such as cyclinD1. We found that CRB3-induced proliferation is epidermal growth factor (EGF)-independent and occurs through a mechanism that involves secretion of the EGF-family ligand, amphiregulin (AREG). The increase in AREG secretion is associated with an increase in the number and size of both early and late endosomes. Both the proliferative and endocytic phenotypes associated with CRB3 expression require the FERM-binding domain (FBD) but not the PDZ-binding domain of CRB3, arguing that this proliferative phenotype is independent of the PDZ-dependent polarity signaling by CRB3. We identified the FBD-containing protein, EPB41L4B, as an essential mediator of CRB3-driven proliferation and observed that the CRB3-dependent changes in endocytic trafficking were also dependent on EPB41L4B. Taken together, these data reveal a previously uncharacterized role for CRB3 in regulating proliferation in mammalian cells that is associated with changes in the endocytic trafficking machinery.

## Introduction

Glandular epithelial cells, such as those in the mammary gland, are organized into secretory structures with an epithelial monolayer that surrounds a hollow lumen and distinct morphological features, such as specialized cell–cell contacts and a polarized distribution of organelles and membrane proteins. A common feature of cancers of epithelial origin is the disruption of normal cell polarity and a loss of the higher order organization of the epithelial tissue. Alteration of proteins involved in establishment or maintenance of epithelial polarity is often observed in carcinomas. In addition to their known functions in the establishment and maintenance of cell polarity, many of these proteins regulate other processes relevant to tumorigenesis, such as proliferation and apoptosis [1].

Our laboratory has used the MCF-10A mammary epithelial cell line, which is competent to form mammary acini in three-dimensional (3D) culture, as a model system to study the normal morphogenesis of glandular epithelial tissues and how disruption of this morphogenetic program contributes to tumorigenesis. In normal acinar development, a single epithelial cell proliferates to form a disorganized cluster of cells. Subsequently, the outer cells in contact with the extracellular matrix establish an axis of polarity and undergo proliferative suppression, while the inner cells are deprived of matrix attachment and undergo apoptosis forming the hollow lumen. The interplay between cell proliferation and epithelial architecture in this system is complex. Proliferative oncogenes, such as cyclinD1, induce hyperproliferation of the outer cells leading to enlarged structures [2]. In contrast, expression of the ErbB2 oncogene not only leads to increased proliferation but also causes a disruption in the normal architecture, producing multi-acinar structures [3]. How the architecture of the epithelial tissue is coordinated with proliferation and how these processes impact each other during tumorigenesis is not well understood. Whether disruption of epithelial architecture plays a causative role in cancer progression or if this loss of organization is simply a secondary phenotype caused by the transformed state has emerged as an important topic of current research in the field.

In 3D culture, the MCF-10A mammary epithelial acini develop an axis of polarity in which the basement membrane is deposited and organized at the basal surface of the outer acinar cells and the Golgi orient to the apical side; however, the outer cells do not develop a discrete apical surface or tight junctions. We initially became interested in understanding the role of CRB3 as a regulator of polarity in mammary epithelial cells, based on reports that CRB3 expression stabilized tight junction formation in MCF-10A mammary cells [4]. The three mammalian Crumbs proteins, CRB1-3, have known functions in apical membrane formation and polarity establishment, with CRB3 specifically playing this role in epithelial cells by virtue of its specific expression in this cell lineage. The CRB3 intracellular sequence contains two motifs that are conserved within *Drosophila* Crumbs and are identified in all mammalian CRB isoforms: a juxtamembrane FERM (band 4.1/ezrin/radixin/moesin) binding domain (FBD) and a carboxy-terminal PDZ (PSD-95/Dlg/ZO1) binding domain with the sequence ERLI [4]. The PDZ domain has a well-established role in the CRB-dependent regulation of cell polarity through a mechanism that involves direct interactions with the Pals1/PATJand PAR/aPKC complexes [5]. Recent studies have suggested a role for CRB3 in regulating cancer stem cell properties of mammary epithelial cells via Pals1/PATJ [6, 7]. The function of the FBD is not as well defined but is thought to link the apical CRB complex to the actin cytoskeleton [5].

In our effort to understand the interplay of cell polarity and proliferation of mammary epithelial cells, we made the unexpected observation that expression of the polarity protein CRB3 confers a proliferative phenotype in mammary epithelial cells. In the work presented here, we characterized the mechanisms underlying this CRB3-dependent phenotype. Ectopic expression of CRB3 in MCF-10A cells induced a hyperproliferative phenotype in acini and supported epidermal growth factor (EGF)-independent proliferation in both monolayer and basement membrane cultures, through a mechanism that involves secretion of the EGF-family ligand, amphiregulin (AREG). The increase in AREG secretion was associated with an increase in the number and size of both early and late endosomes. Both the proliferative and endocytic phenotypes associated with CRB3 expression required the FERM-binding domain (FBD) but not the PDZ-binding domain of CRB3, arguing that this proliferative phenotype is independent of the PDZ-dependent polarity signaling by CRB3. Expression profiling and a directed siRNA screen identified the FBD-containing protein, EPB41L4B, as an essential mediator of CRB3-driven proliferation and CRB3-dependent changes in endocytic trafficking. Bioinformatics analyses in tumor cell lines and patient samples confirm a positive correlation in CRB3 and EPB41L4B expression. Taken together, these data reveal a previously uncharacterized role for CRB3 in regulating proliferation in mammalian cells that is associated with changes in the endocytic trafficking machinery.

## Materials and methods

### Antibodies, plasmids, and reagents

Antibodies used for immunofluorescence of acinar cultures have been described previously [8]. The following antibodies were used for immunoblotting: phospho-EGFR (Y845) (Cell Signaling Technology, 2231), EGFR (Cell Signaling Technology, 2232), phospho-ERK1/2 (Invitrogen, 44-680G), GAPDH (Ambion, AM4300), γ-tubulin (Abcam, ab6046), HA-tag, clone 6E2 (Cell Signaling Technology, 2367), and c-myc, clone 9E10 (Santa Cruz, sc-40). The following antibodies were used for immunofluorescence: myc, clone 4A6 (Millipore, 05–724), amphiregulin, clone 31221 (R&D Systems, MAB262), FITC-CD63 (Pierce, MA1-19602), FITC-EEA1 (BD Biosciences, 612006), and FITC-LAMP-2, CD107b (ThermoFisher Scientific, RMCD107B01). All EGFR ligand-neutralizing antibodies were purchased from R&D Systems. The monoclonal antibody C225 was provided by H. Steve Wiley (Pacific Northwest National Laboratory). A rabbit polyclonal antibody to the carboxy-terminus of the human CRB3 sequence (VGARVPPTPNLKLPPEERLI) was synthesized (QCB, Hopkinton, MA) based on a previously published antibody sequence [9]. The pNG retroviral vectors encoding human amino-terminal myc-CRB3 and CRB3 mutants [4] were obtained from Ben Margolis (University of Michigan Medical School). The tagged CRB3 constructs were digested with Not1-XhoI and subcloned into the pLNCX2 retroviral vector (Clontech) with compatible sites (Not1-SalI). Murine EPB41L4B with an amino-terminal hemagluttinin (HA) epitope was synthesized by GenScript and cloned into pUC57 with BamHI and HindIII flanking sites. An additional HA tag was inserted at an internal XmaI site using a linker oligo encoding the HA tag with XmaI sites on both ends. The doubly HA-tagged EPB41L4B was subcloned into pLPCX (Clontech) using the BglII-HindIII site on the destination vector. All pooled and individual siRNA oligonucleotides were purchased from Dharmacon, and all other oligonucleotides were purchased from IDT.

### Cell culture, virus production, and stable cell lines

MCF-10A cells were cultured as described [8]. VSV-G pseudotyped retroviruses were generated, and MCF-10A cells were infected and selected as described [8] using a VSV-GPG producer line [10]. VSV-G pseudotyped lentiviruses were produced by co-transfection of pLKO hairpin vectors with accessory plasmids in 293T cells. Hairpin-encoding lentiviruses were used to infect MCF-10A cells or superinfect CRB3-expressing cells, and stable cell lines were obtained by selection with puromycin (2 μg/ml) or dual selection with puromycin (2 μg/ml) and G418 (300 μg/ml), respectively.

### 3D morphogenesis assays

Cells were cultured in reconstituted growth factor reduced basement membrane (Matrigel; BD Biosciences, San Jose, CA) and processed for immunofluorescence and confocal microscopy as described [8]. Acinar diameters were measured using Image J (National Institutes for Health). For cell cycle analysis of 3D cultures, cells were harvested from Matrigel cultures by trypsinization for 30 minutes at 37°C, fixed in 75% ethanol, treated with RNase A (0.25 mg/ml), stained with propidium iodide (10 μg/ml), and analyzed on a FACSCalibur flow cytometer (BD Biosciences) for DNA content. Data were analyzed using CellQuest (BD Biosciences).

### EGF-independent proliferation assays

For EGF-independent proliferation in 3D, cells were plated and cultured in the absence of exogenous EGF. For EGF-independent proliferation in monolayer, MCF-10A cells were seeded at 5 x 10^4^ cells in assay medium in the absence of exogenous EGF and counted on the days indicated [8]. For experiments with ligand neutralizing antibodies, the antibodies were added at the time of EGF withdrawal at the following concentrations: HB-EGF, 5 μg/ml; AREG, 1 μg/ml; TGFα 0.5 μg/ml; IgG 1 μg/ml; and mAb C225 10 μg/ml. Conditioned medium was collected from cells after 48 hours in assay medium without EGF and filtered through a 0.2 μm filter prior to addition to wild-type MCF-10A cells. For all cell number quantification experiments, cells were harvested by trypsinization and counted on a hemocytometer.

### AREG ELISA

Media was collected from cells after 24 hours in EGF-free assay medium or at the times indicated and quantified using a human AREG ELISA according to the manufacturer’s protocol (R&D Systems).

### Gene expression analysis by microarray and real-time quantitative RT-PCR (RT-qPCR)

For microarray analysis, total RNA was isolated in triplicate from proliferating monolayers (70% confluent) of vector control and CRB3-expressing MCF-10A cells using TRIzol (Invitrogen) and the RNeasy MinElute Cleanup Kit (Qiagen). RNA samples were then processed by the Biopolymers Facility at Harvard Medical Facility for hybridization to Human Genome U133 Plus 2.0 gene chips (Affymetrix, Santa Clara, CA). The experiment was carried out in triplicate. Background correction and normalization were performed using the Robust Multichip Average method implemented in the rma function of R/BioConductor. The differential expression was assessed using the empirical Bayes method implemented in the limma package. The criteria for selecting differentially expressed genes was a false discovery rate (FDR)-corrected p-value of less than 0.05 and a fold change greater than 1.5. The data has been deposited in the GEO database (GSE76610). Microarray enrichment analysis of differentially expressed genes in CRB3-expresssing MCF-10A cells. Bars represent enrichment scores, defined as -log(pValue), of the top pathways identified by GeneGO enrichment analysis (MetaCore, GenGO; Thomson Reuters). The dashed line designates the threshold for statistical significance (p = 0.05). For quantitative RT-PCR, RNA isolated using the TRIzol protocol was subjected to first-strand cDNA synthesis and RT-qPCR as described previously [11]. Samples were normalized to the geometric mean of three housekeeping genes (GAPDH, HINT1, PRDX6) as described [11, 12]. All samples were isolated and measured as biological triplicates. The following primer sequences were used for RT-qPCR:

AREG fwd: 5´-TACTCGGCTCAGGCCATTAT-3´

rev: 5´-AGCCAGGTATTTGTGGTTCG-3´

EPB41L4B fwd: 5´-GCGAAGTGGCTGGAAATGTATG-3´

rev: 5´-GAAGAATGCGTGGTGCTCAAC-3´

GAPDH fwd:5´-AACGTGTCAGTGGTGGACCT-3´

rev: 5´-TCGCTGTTGAAGTCAGAGGA-3´

HINT1 fwd: 5´-GCCTTGCTTTCCATGACATT-3´

rev; 5´-CCTTATTCAGGCCCAGATCA-3´

PRDX6 fwd, 5´-CGTGTGGTGTTTGTTTTTGG-3´

rev, 5´-CTTCTTCAGGGATGGTTGGA-3´

### RNA interference

For siRNA transfections, 25–50 nmol of siRNA were transfected using Oligofectamine according to the manufacturer’s protocol (Invitrogen). Knockdown efficiency was analyzed at 48–72 hours post-transfection by immunoblotting or quantitative PCR. Functional assays (AREG ELISA, immunofluorescence) were carried out 72 hours following siRNA transfection, which included 24 hours of EGF starvation. pLKO.1 puro-based lentiviral shRNA vectors were provided by the RNAi Consortium at the Broad Institute (Cambridge, MA). The EPB41L4B shRNA #1 and #2 were TRCN0000062396 and TRCN0000062397, respectively. The siGENOME SMARTpools and corresponding individual siRNA upgrades (Dharmacon) were as follows: AREG (M-017435-00), EPB41L4B (M-013803-01), EPB41L5 (M-010729-01), PTPN21 (M-009379-02), MPP5/PALS1 (M-009388-00), PARD6A (M-013859-01), PARD6B (M-010681-01), and PARD6G (M-014909-01).

### FERM gene annotation and siRNA screen

To identify genes that may play a role in signaling through the CRB3 FERM-binding domain, we used the Biomart system (http://www.biomARt.org/index.html) to search the human genome for transcripts with an annotated FERM domain (IPR000299). This search identified 226 mRNA transcripts that contain a FERM domain. Using the NIH DAVID Database, these transcripts map to 46 unique validated genes that encode proteins containing a conserved FERM domain. We assembled a panel of Dharmacon SMARTpool siRNA reagents targeting 27 of these genes, focusing on targets with established roles in kinase-mediated signaling and cytoskeletal regulation based on the published literature and functional annotation clustering using NIH DAVID. CRB3-epxressing MCF-10A cells were seeded at 3.8 x 10^3^ cells per well in 96 well plates. 24 h after seeding, Dharmacon SMARTpools for the indicated genes (S1 File) were transfected into the cells as described for siRNA transfection. 24 h post-transfection, the media was replaced with regular growth medium. 48 h post-transfection, the cells were starved for EGF for 24 h, at which time the media was collected and quantified for AREG release using the AREG ELISA. Hits from this primary screen were identified as those for which the average fold change in AREG release was >1.15 (log2 scale). These genes were then rescreened using the individual siRNA upgrades for the Dharmacon SMART pools used in the primary screen.

### Oncomine data mining

Normalized mRNA expression values for CRB3, EPB41L4B, and EPB41L5 were obtained from multiple data sets. Pearson product-moment correlation coefficients and associated p-values were calculated in JMP 7.0 software.

### Immunofluorescence and image acquisition

Acinar structures were immunostained as previously described [8]. Confocal images were acquired on a Nikon TE2000 inverted microscope with a Nikon C1si spectral point scanning confocal head using the Nikon EZ-C1 software. 404nm argon and 488nm diode lasers were used for excitation with 450/35 and 535/50 emission filters, respectively, using either a 40X Plan Fluor 0.13 NA (acini) or a 60X Plan Fluor 1.4 NA (puncta) objective. All phase contrast images and live fluorescent images were acquired using either a 4X Plan Fluor 0.13 NA or a 10X Plan Fluor 0.30 NA objective on a Nikon TE300 manual inverted microscope with an MTI RC300 CCD monochrome camera and ImageJ.

For immunofluorescence of monolayer cultures, cells were fixed in 2% formalin/PBS, permeabilized with 0.02% (w/v) saponin, washed with PBS/200mM glycine, blocked in 1% (w/v) FBS/1% (w/v) BSA, and then stained with the indicated primary antibodies followed by secondary antibody and DAPI staining. Primary and secondary antibody incubations were carried out in the presence of block solution plus saponin. Indirect fluorescent images were acquired on a Nikon 80i upright with a Hamamatsu C8484-03 monochrome camera with MetaMorph acquisition software. All images were converted to TIFF format and processed in Adobe Photoshop or Illustrator for presentation.

### Western blot analyses

Cells were scraped in RIPA lysis buffer containing protease and phosphatase inhibitors and lysed for 10 minutes on ice. Lysates were cleared by centrifugation at 12,000xg at 4°C for 15 min. Cleared lysates were quantified for protein concentration using a BCA assay (Pierce) and equal amounts of protein for each sample were resolved by SDS-PAGE on 4–20% gradient Tris-glycine gels. Samples were transferred to PVDF membranes (Immobilon-P from Millipore), probed with primary and secondary antibodies, and developed using ECL detection.

## Results

### Ectopic CRB3 expression leads to hyperproliferation in MCF-10A

To investigate the role of polarity proteins in mammary acinar morphogenesis, an amino-terminal myc-tagged variant of the polarity regulator, CRB3, was stably expressed in MCF-10A mammary epithelial cells [4]. Interestingly, CRB3-expressing MCF-10A cells formed acini that were on average 30 μm (approximately 2-fold) larger in diameter than normal acini (Fig 1A and 1B). Importantly, the enlarged CRB3-expressing acini maintained a normal axis of polarity as evidenced by the orientation of the Golgi apparatus toward the apical surface of the acini (Fig 1A), demonstrating that the polarized architecture of MCF-10A acini was not disrupted in the larger structures induced by CRB3 expression.

**Fig 1:**
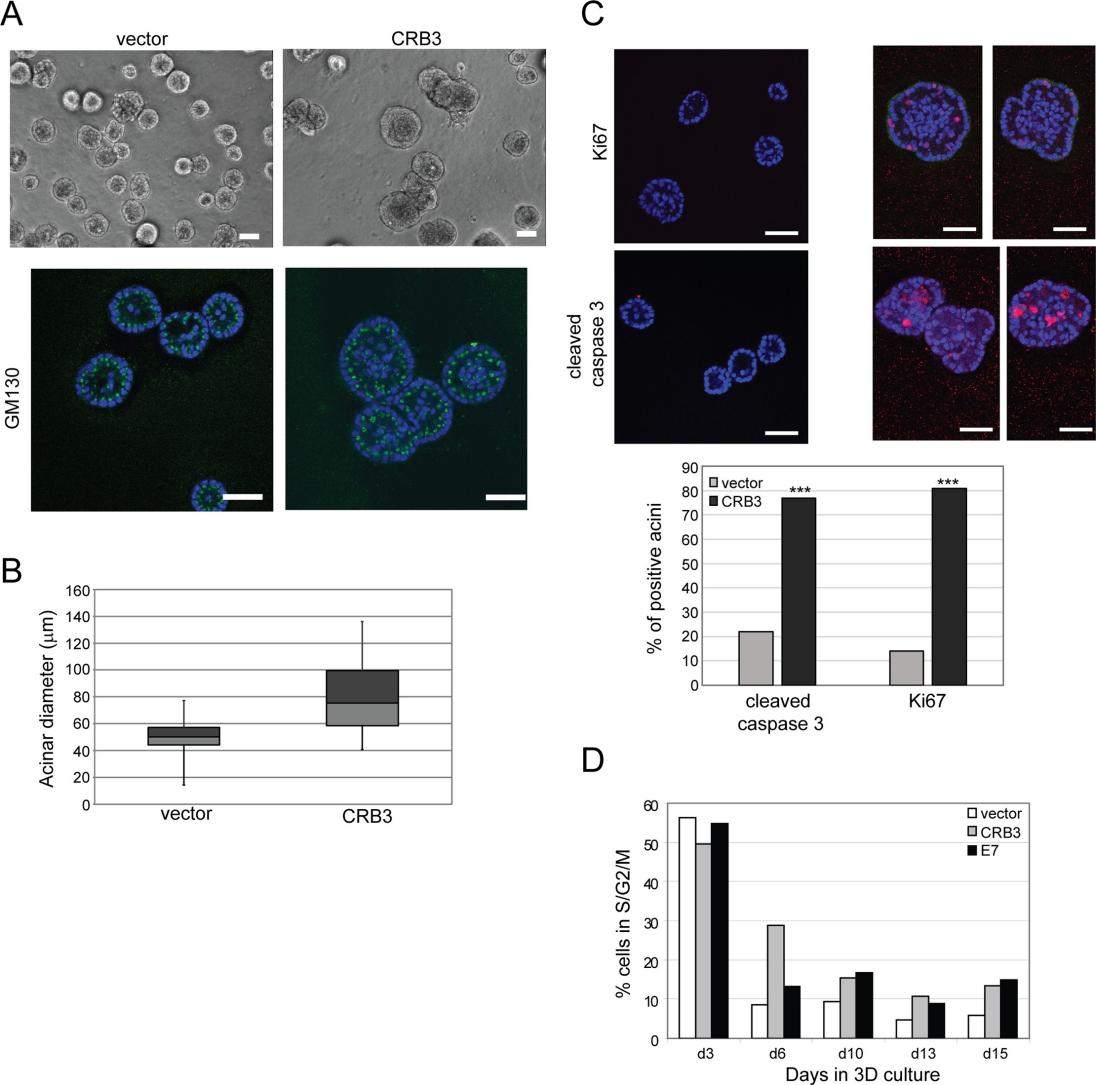
CRB3 expression leads to hyperproliferation and enlarged acini of MCF-10A cells. **(A)** MCF-10A cells expressing CRB3 cells were cultured on Matrigel for 13 days. Representative phase images are shown (top) along with equatorial TOPRO-3-stained (blue) confocal cross sections of structures and immunostained with the Golgi marker, GM130 (green). Representative images of are shown. Scale bars, 50 μm. **(B)** The diameters of acini were measured in Image J using phase images of day 12 cultures, and a boxplot of acinar diameters from seven fields pooled from three independent experiments is shown (top). The light and dark grey boxes represent the lower and upper quartiles, respectively, with the median dividing the two boxes. The whiskers represent the minimum and maximum data points. The average acinar diameters +/- SEM were 49.4 +/- 1.4 μm and 79.4 +/- 2.9 μm for vector and CRB3 acini, respectively (p = 2.2 x 10^−15^). **(C)** MCF-10A cells expressing CRB3 were cultured on Matrigel for 13 days and equatorial TOPRO-3-stained confocal cross sections of structures immunostained with Ki67 (top) or cleaved caspase 3 (middle) are shown. Ki67, cleaved caspase 3 in red; TOPRO-3 (nuclei) in blue. Scale bars, 50 μm. The percent of acini positive for either Ki67 or cleaved caspase 3 were quantified from acini pooled from three independent experiments (bottom). (Ki67: vector, n = 27; CRB3, n = 39; cleaved caspase 3: vector, n = 21, CRB3, n = 27; ***p< 0.001 by Fisher’s exact test). **(D)** Single cell suspensions of the indicated cell types were prepared from cultures on the days indicated, labeled with propidium iodide, and analyzed by flow cytometry to quantify the percentage of cells with DNA content corresponding to the S/G2/M phases of the cell cycle. Flow cytometry data shown is from a representative experiment of two biological replicate experiments.

During the development of normal mammary acini, cells attached to the basement membrane undergo proliferative suppression and cells within the presumptive lumen are cleared to form a hollow sphere. The enlarged CRB3-expressing acini displayed the hallmarks of MCF-10A hyperproliferative structures, a phenotype observed in response to expression of oncogenes that allow escape from proliferative suppression, such as cyclinD1 and human papilloma virus E7 [2]. Specifically, CRB3-expressing acini showed an increase in Ki67 staining, a marker for proliferating cells, on day 13 of acinar culture when normal acini are growth arrested. The higher proliferation observed in the CRB3-expressing acini was balanced by increased apoptosis as marked by cleaved caspase 3 staining in the presumptive lumen (Fig 1C). Furthermore, acini from CRB3-expressing cells maintain a higher percentage of cells in the S/G2/M stages of the cell cycle beyond the time when normal acini have undergone proliferative suppression, a phenotype similar to acini expressing the HPV viral oncoprotein E7 [2] (Fig 1D). Taken together, these results support the unexpected finding that ectopic expression of the polarity protein CRB3 allows MCF-10A to escape proliferative suppression during morphogenesis in 3D culture but does not suppress luminal apoptosis, leading to the generation of enlarged, hollow, hyperproliferative structures.

### CRB3 expression leads to epidermal growth factor-independent proliferation through secretion of the EGF receptor ligand, amphiregulin

MCF-10A cells are dependent on epidermal growth factor receptor (EGFR) signaling for proliferation under normal culture conditions. Because CRB3 expression induced a hyperproliferative phenotype in MCF-10A cells, we examined whether CRB3 expression would also support epidermal growth factor (EGF)-independent proliferation. Indeed, CRB3-expressing MCF-10A cells were able to sustain proliferation in the absence of EGF in both 3D basement membrane culture and in monolayer culture (Fig 2A). To ascertain whether this EGF-independent proliferation was autonomous or non-autonomous, we collected conditioned medium from EGF-independent monolayer cultures of CRB3-expressing cells and tested whether the medium could support the proliferation of normal MCF-10A cells. Unlike conditioned medium from normal or vector control cells, conditioned medium from CRB3-expressing cells was able to support EGF-independent proliferation of MCF-10A cells (Fig 2B). Similarly, normal MCF-10A cells marked with a green fluorescent protein derivative, eCit, were able to proliferate in the absence of EGF if they were co-cultured with CRB3-expressing MCF-10A cells (S1A Fig). These results demonstrated that increased proliferation in the CRB3-expressing structures was through a non-autonomous mechanism that involved a secreted factor.

**Fig 2:**
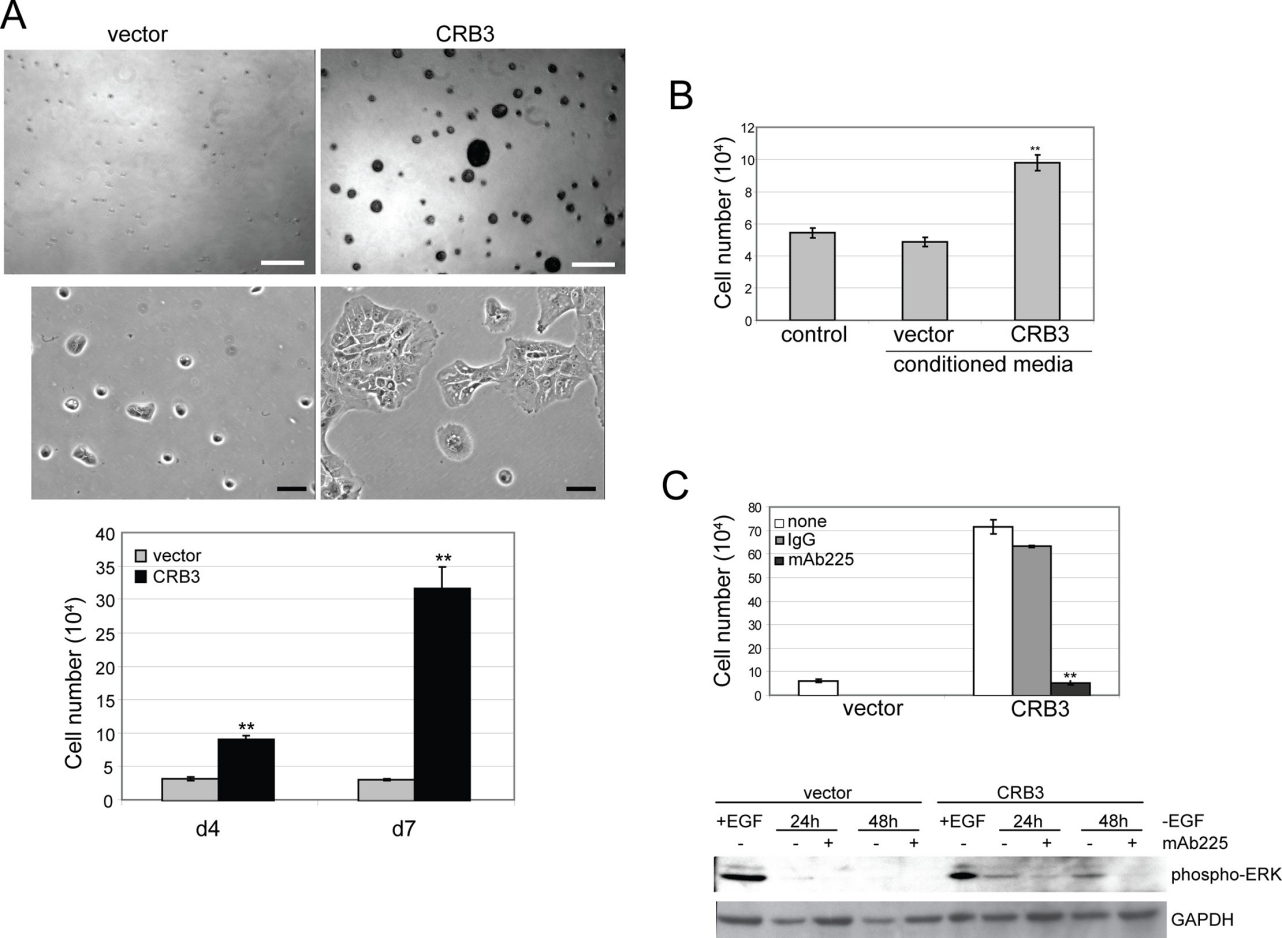
CRB3 expression leads to EGF-independent proliferation through a secreted factor. **(A)** Vector control or CRB3-expressing MCF-10A cells were cultured on Matrigel for 15 days (top) or in monolayer for seven days (middle) without EGF, and representative phase images of each are shown. Scale bars, 150 μm (3D), 50 μM (monolayer). EGF-independent proliferation in monolayer culture was quantified by cell counting (bottom). The results represent the mean +/-SEM from three independent experiments (n = 9) (**p<0.01 by Students *t* test). **(B)** Conditioned media was collected from vector control or CRB3-expressing cells following 5 days in culture without EGF. Proliferation of normal MCF-10A cells cultured in the conditioned media was quantified by cell counting on days 5–7 after addition of each conditioned medium. Results shown are average +/-SEM of four independent experiments with each condition in duplicate (**p<0.01 for CRB3 compared to vector using Students *t* test). **(C)** EGF-independent proliferation of CRB3 expressing cells is blocked by the addition of mAb225. Results are the average +/- SEM of three independent experiments with each condition in duplicate (n = 6) (**p<0.01 for mAb225 compared to IgG using Students *t* test) (top). CRB3 expressing cells were starved of EGF for the times indicated in the presence or absence of the EGFR blocking antibody, mAb225, lysed, and analyzed for phospho-ERK by SDS-PAGE and immunoblotting. Immunoblotting for GAPDH was used as a loading control (bottom).

Several lines of investigation provided further evidence that the ability of CRB3- expressing cells to proliferate in the absence of EGF is the result of increased EGFR signaling in response to increased secretion of the EGFR ligand, amphiregulin (AREG). First, we monitored activation of the EGFR pathway by immunoblot analysis in the CRB3-expressing cells to confirm activation of the pathway. In the absence of exogenous EGF, CRB3 cells maintained high levels of phospho-EGFR and phospho-ERK, compared to similarly treated control cells (S1B Fig). Increased EGFR signaling and EGF-independent proliferation were both blocked in the presence of a monoclonal antibody to EGFR, mAb225 (Fig 2C), suggesting that the secreted factor was an EGFR ligand.

In order to identify the secreted ligand, we used neutralizing antibodies to selectively block the activity of specific EGFR ligands in the EGF-independent proliferation assay and found that the neutralizing antibody targeting AREG led to a significant decrease in EGF-independent proliferation of CRB3-expressing cells (Fig 3A), while neutralizing antibodies against other EGFR ligands had no effect. AREG levels are regulated both at the transcriptional level through an EGFR-mediated autocrine loop and at the level of processing and secretion of the mature AREG ligand [13]. CRB3 expression led to an increase in *AREG* mRNA levels, suggesting that, as expected, increased AREG secretion sets up the well-described autocrine AREG loop which can support EGF-independent proliferation (S1C Fig). Indeed, the induction of the *AREG* mRNA transcript is EGFR-dependent, as it is blocked in the presence of mAb225 (Fig 3B). To distinguish between the possibility that the increase in AREG release was simply due to the increase in AREG expression through a transcriptional change in *AREG* mRNA levels from the more interesting possibility that the increase in AREG release was due to CRB3 acting directly at the level of AREG processing and secretion, we monitored AREG release in the presence of the EGFR neutralizing antibody (Fig 3C). Using a human AREG enzyme-linked immunosorbent assay (ELISA) assay to quantify the level of AREG secretion, we observed a more than 3-fold increase in AREG secretion from CRB3-expressing cells in the absence of exogenous EGF. Treatment of the CRB3-expressing MCF-10A cells with mAb225 to block EGFR signaling reduced *AREG* mRNA levels (Fig 3B); however, mAb225 did not reduce AREG release from CRB3-expressing cells (Fig 3C). These results demonstrate that CRB3 expression regulates AREG signaling at the level of processing or secretion of the active ligand, which in turn leads to increased *AREG* expression through a previously characterized autocrine loop involving EGFR. It is important to emphasize that despite the decrease in *AREG* mRNA levels and the block in ERK activity in the presence of mAb225, CRB3-expressing cells still secrete AREG into the media. Thus, the primary effect of CRB3 expression is to increase the processing and/or secretion of AREG, which has the secondary effect of establishing an autocrine loop to increase *AREG* mRNA levels.

**Fig 3:**
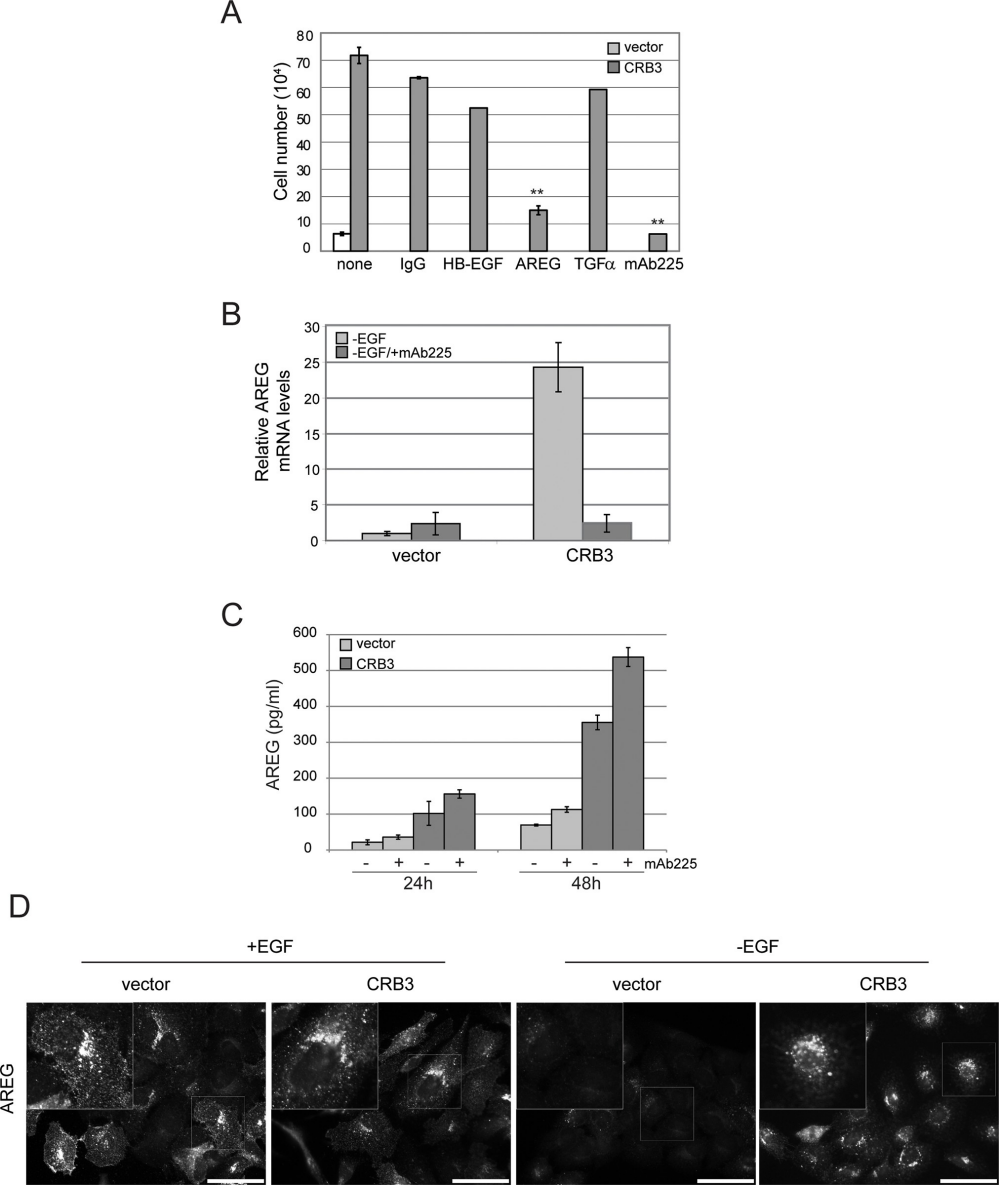
CRB3 expression leads to an increase in secreted amphiregulin. **(A)** The AREG neutralizing antibody blocks EGF-independent proliferation in CRB3 expressing cells. Results shown are the average +/- SEM of 2 independent experiments with each condition in triplicate (n = 6) (**p<0.01 for AREG and mAB225 compared to IgG using Students *t* test). **(B)** qRT-PCR showing that AREG mRNA levels are increased in CRB3-expressing cells, and the autocrine loop leading to increased AREG mRNA expression is blocked with mAb225. Results shown are the average +/-SEM of triplicate samples and are representative of three independent experiments. **(C)** AREG ELISA assay showing an increase in AREG protein levels in the conditioned media from CRB3-expressing MCF-10A cells cultured in the absence of EGF. AREG release is not blocked by treatment with mAb225. Results shown are the average +/- SEM of triplicate samples and are representative of three independent experiments. **(D)** Immunofluorescence with an AREG antibody shows AREG is localized to discrete puncta in MCF-10A cells, a signal which is lost upon EGF starvation but retained upon CRB3 expression in the absence of EGF. The number of AREG puncta is increased, and the puncta are more disperse in the CRB3-expressing cells. Scale bars, 50 μm.

We then monitored the changes in AREG levels in CRB3-expressing MCF-10A cells by immunofluorescence. In control cells, we observed a punctate distribution of AREG under standard culture conditions with EGF, and EGF starvation led to a reduction in AREG staining (Fig 3D). The loss of AREG staining following EGF starvation of control cells was consistent with the results of the AREG ELISA described above and reflects the expected drop in intracellular AREG levels following down regulation of the EGFR-dependent autocrine loop controlling AREG expression. Overexpression of CRB3 in MCF-10A cells increased the level of AREG staining under conditions of EGF-independent growth, consistent with the results of our AREG ELISA assay. Interestingly, not only were the number of AREG puncta increased but the localization of the AREG-containing puncta was significantly different than in vector control cells. Specifically, in the CRB3-expressing cells, the AREG puncta were more dispersed throughout the cytoplasm, in contrast to the tight perinuclear localization of the AREG puncta in vector control cells (Fig 3D). This dispersion of AREG puncta was also evident in the CRB3 cells under normal culture conditions in the presence of EGF, suggesting that the underlying change elicited by CRB3 expression was independent of AREG/EGFR signaling and the EGFR pathway and was a direct result of CRB3 expression.

### CRB3-dependent AREG secretion and EGF-independent proliferation utilize the FERM binding domain of CRB3

Knowing that CRB3 expression has a direct effect on the cellular machinery that is involved in processing or trafficking of AREG, we undertook domain analysis of the CRB3 intracellular region responsible for the effects of CRB3 on AREG release and EGF-independent proliferation. The CRB3 intracellular sequence contains two motifs that are conserved within *Drosophila* Crumbs and are identified in all mammalian *CRB* genes: a juxtamembrane FERM binding domain (FBD) and a carboxy-terminal PDZ binding domain with the sequence ERLI [4]. The PDZ domain has a well-established role in the CRB-dependent regulation of cell polarity, while the function of the FBD is not as well defined but is thought to link the apical CRB complex to the actin cytoskeleton [5]. The mammalian CRB3 isoform has an additional unique intracellular sequence (RxPPxP) with similarity to an SH3-domain binding site [4]. We stably expressed amino-terminal myc-tagged CRB3 variants with mutations in each of these domains [4] and tested the ability of these mutants to support EGF-independent proliferation (Fig 4A). Our results demonstrate that mutation of the PDZ binding domain (ΔERLI) did not affect the ability of CRB3 to support EGF-independent proliferation, indicating that the CRB3-dependent proliferative signal is distinct from the previously characterized role of the PDZ domain in regulating cell polarity. Similarly, mutation of the RxPPxP sequence (mutRP) in CRB3 did not impact EGF-independent proliferation. In contrast, expression of the CRB3 variant with a mutant FERM binding domain (mutFBD) at levels similar to the ΔERLI mutant (S2A Fig) did not induce EGF-independent proliferation. We then determined whether the loss in EGF-independent proliferation in the mutFBD cells was a consequence of a decrease in AREG secretion from these cells. While the ΔERLI-expressing cells were competent to secrete AREG, albeit at lower levels than wildtype cells, the mutFBD cells did not secrete increased levels of AREG (Fig 4B). Together, these findings define a previously uncharacterized role for the FBD domain of CRB3 in controlling the proliferation of mammary epithelial cells through the regulation of AREG secretion.

**Fig 4:**
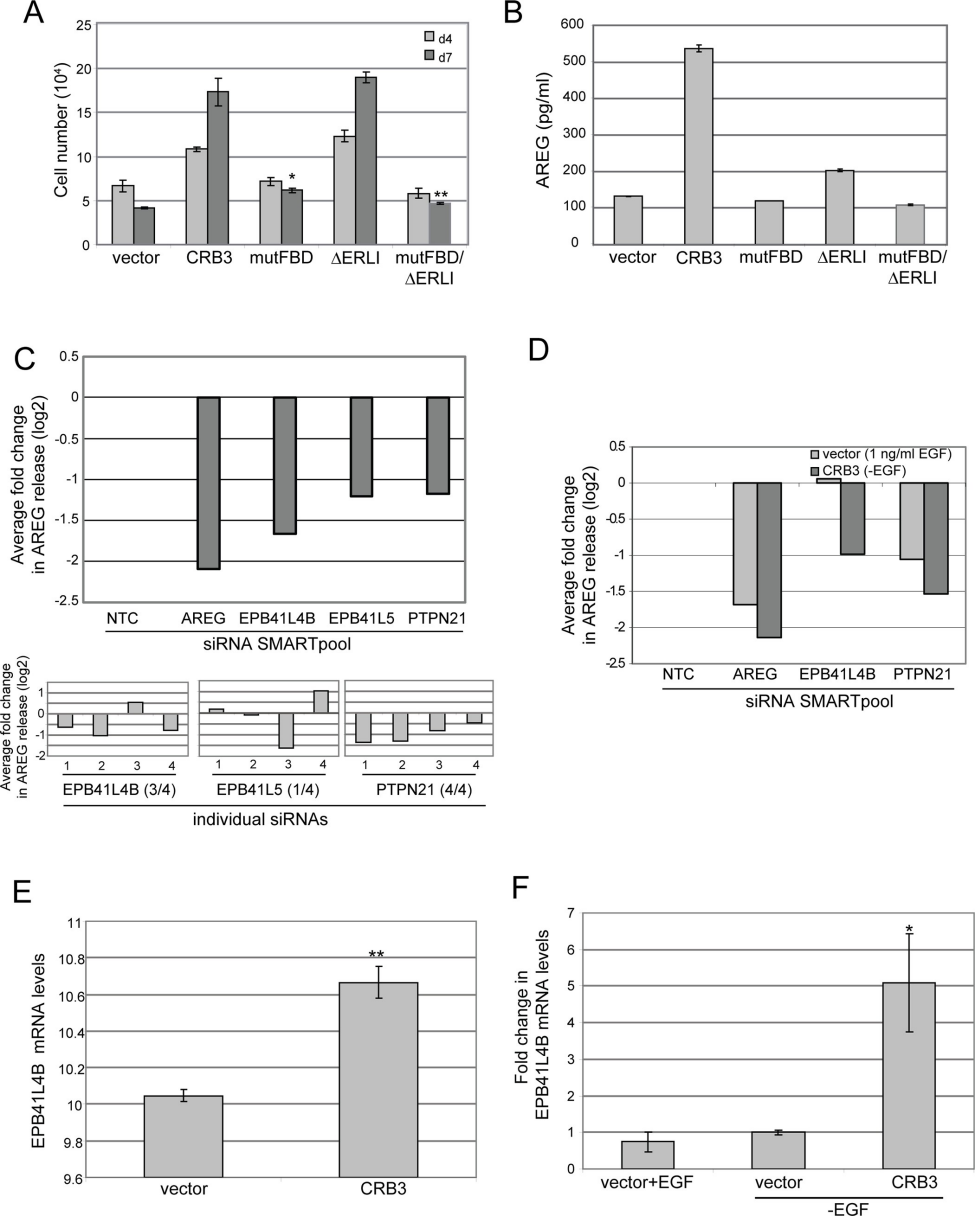
The FERM protein, EPB41L4B, is involved in AREG release from CRB3-expressing cells and is co-expressed with CRB3. **(A)** MCF-10A cells expressing the indicated CRB3 mutations were tested for EGF-independent proliferation and quantified by cell counting. Results shown are the average cell number +/- SEM of triplicate samples and are representative of three independent experiments (**p<0.01 using Students *t* test). **(B)** AREG levels in the conditioned media from cells expressing the indicated CRB3 mutants were measured using an AREG ELISA assay. Results shown are the average +/- SEM of triplicate samples and are representative of three independent experiments. **(C)** Hits from a screen of Dharmacon siRNA SMARTPools targeting genes with an annotated FERM domain whose knockdown give a 2-fold or greater inhibition of AREG release in CRB3-expressing MCF10A cells relative to a non-targeting control (NTC) siRNA pool. Values are reported on a log2 scale and are the average of duplicate samples from two independent screening experiments (top). Quantitation of the inhibition of AREG release using individual siRNA oligos targeting the indicated candidate FERM proteins. Parentheses indicate number of siRNAs with a log2 fold change of -0.5 or more (bottom). **(D)** Knockdown of EPB41L4B specifically inhibits AREG release from CRB3-expressing cells. Results shown are the average of duplicate samples. **(E)** Microarray analysis of MCF-10A cells expressing vector or CRB3 in the presence of EGF identified significantly increased expression of EPB41LB in CRB3 cells. Results are the average +/-SEM of triplicate samples (p = 3.45 x 10^−3^). **(F)** Validation of microarray data by qRT-PCR with mRNA levels shown as the fold change relative to vector -EGF. EPB41L4B expression does not change with addition of EGF in MCF-10A cells but is increased upon ectopic CRB3 expression, even in the absence of EGF (*p<0.05 using Students *t* test). Results shown are the average +/- SEM of triplicate samples and are representative of three independent experiments.

### Unbiased screens identify EPB41L4B as a FERM protein required for CRB3-induced AREG release and EGF-independent proliferation

Our data demonstrate that overexpression of the polarity protein CRB3 elicits changes in the MCF-10A cells that culminate in an increase in the release of AREG and the subsequent activation of EGFR signaling to drive proliferation. The events downstream of CRB3 leading to AREG release require the FBD of CRB3. To identify candidate FERM proteins responsible for the CRB3-mediated proliferation and AREG release, we took an unbiased approach using two complementary experimental strategies. First, we carried out a focused siRNA screen on a collection of genes from the human genome with annotated FERM domains to identify the proximal CRB3 binding partner required for the increase in AREG release mediated by the CRB3 FBD. In a second, parallel line of investigation, we set out to define global changes in the transcriptional landscape induced by CRB3 expression in mammary epithelial cells using microarray analysis on the MCF-10A cells with ectopic CRB3. Remarkably, these approaches converged on the same gene, EPB41L4B, and we show here that EPB41L4B plays an essential role in mediating the proliferative signal downstream of CRB3.

The RNA interference screen was carried out using a focused panel of SMARTpool siRNAs (Dharmacon) targeting 27 out of the 46 annotated human FERM proteins. This panel was assembled to focus on FERM proteins with established roles in kinase-mediated signal transduction and cytoskeletal regulation (S1 File), with the goal of identifying FERM proteins whose silencing prevents AREG release upon EGF deprivation of CRB3-expressing cells. This screen also included siRNAs to known PDZ binding partners of CRB3 (PARD6A, B, and G; MPP5/PALS1), to further address whether the PDZ binding domain is required for CRB3-dependent AREG release.

Using a human AREG ELISA assay to test cells transfected with this panel of siRNAs, we identified three FERM family genes whose silencing led to a decrease in AREG release in CRB3-expressing cells (Fig 4C). To validate these hits, we used four individual siRNAs against each gene and identified two of the genes, *EPB41L4B* and *PTPN21*, as validated components of the CRB3 pathway based on the criteria that at least two independent siRNAs resulted in a significant inhibition of AREG release. We then examined whether silencing of these genes was specific to the EGF-independent, CRB3-dependent AREG release or whether they were also required for the EGF-driven AREG release in normal MCF-10A cells. Loss of *PTPN21* inhibited AREG release in both contexts, but loss of *EPB41L4B* only decreased AREG release in the CRB3-expressing cells (Fig 4D), indicating that EPB41L4B functions specifically downstream of CRB3 to regulate AREG release. We also confirmed that the PDZ binding partners tested did not significantly affect AREG release in the CRB3 cells (S2B Fig), providing further evidence that known PDZ-dependent signals to the polarity machinery are not required for the CRB3-dependent pathway regulating AREG secretion.

For the microarray analysis, we isolated mRNA from CRB3-expressing MCF-10A cells and compared the expression profile to mRNA isolated from vector control cells. 

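MCF-10A is an immortalized, non-transformed human mammary epithelial cell line that grows in medium with EGF. Cells infected with a retrovirus that carries CRB3, and cells infected with the empty vector, were selected with puromycin and sampled as proliferating monolayers at 70% confluence. Total RNA of 3 CRB3-expressing samples and 3 vector control samples was hybridized to 6 Affymetrix U133 Plus arrays, 1 per sample. The CRB3 transcript, which encodes the overexpressed polarity protein, was 20.1-fold higher in the CRB3-expressing cells. Its log2 value was 12.11 ± 0.10 (SD, n = 3) in these cells and 7.78 ± 0.17 (SD, n = 3) in vector control cells (log2 fold change 4.33, SE 0.095, adjusted p = 1.83e-07 from limma). This comes from the only CRB3 probe set, whose position relative to the retroviral cDNA was not checked here, so the value is not divided into endogenous and ectopic transcript. The housekeeping genes used for RT-qPCR stayed close to each other in the 2 groups, with log2 fold changes of 0.044 for GAPDH, 0.033 for HINT1 and 0.16 for PRDX6, none of which passed the test.

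The authors normalized the arrays with the Robust Multichip Average method, and the values used here are their deposited log2 values, 1 per probe set and array. The median of an array lay between 5.84 and 5.88. Pearson's r across probe sets was between 0.997 and 0.998 within groups and between 0.994 and 0.996 across groups. From these values, limma was fitted to the 54613 probe sets that are not controls of the array, with Benjamini-Hochberg adjustment over all of them. A probe set was called at the paper's thresholds, an adjusted p under 0.05 and a fold change above 1.5. The platform annotation gives 1 gene symbol for 41091 probe sets, several for 1801 and none for 11721. Each of the 19775 named genes was represented by its probe set with the highest mean over the 6 arrays. The replicates were isolated in triplicate, and no source used here says that they came from separate infections, so the p-values measure only the spread between these samples. The number of arrays, 3 per group, limits the precision.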

Examination of the microarray data showed significant changes in the transcript levels of a relatively small subset of genes in response to CRB3 expression. In particular, gene set enrichment analysis showed a statistically significant enrichment for genes involved in cell junction formation and epithelial maintenance and reduction of expression in genes associated with epithelial-to-mesenchymal transition among the genes that showed a greater than 1.5-fold change in expression in response to CRB3 expression (S2C Fig).

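In CRB3-expressing cells, 283 genes were higher and 92 were lower than in vector control cells, together 1.90% of the 19775 genes measured. Among the large rises was that of KRT13, a keratin of stratified epithelia, with a log2 value of 9.03 in CRB3-expressing cells and 4.63 in vector control cells (log2 fold change 4.40, SE 0.17, adjusted p = 1.72e-06 from limma). IGFL1, a secreted IGF-like protein, went from 5.69 in vector control cells to 9.99, and KLK10, a kallikrein-related serine protease, from 5.90 to 9.44. PI3, the secreted elastase inhibitor elafin, rose 11.0-fold, from a log2 value of 7.49 to 10.95. CLIC3, ST6GALNAC5, AZGP1, MACC1, MAP2, L1CAM and SPINK6 had log2 fold changes between 2.54 and 3.13, and a probe set without a single gene symbol went from 4.87 to 9.74. Apart from PI3, the vector control values of these genes lay under 6 and are not shown to be above background, so the sizes of their rises are not ranked. Other probe sets of MACC1, MAP2 and ST6GALNAC5 were higher by smaller amounts (1.92 and 2.03, 1.32, and 1.38), while others of L1CAM (6.27 in vector control cells, log2 fold change 0.47), KLK10 (0.52) and ST6GALNAC5 (0.080) were not called.

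Of the 28 genes that changed more than 4-fold, 28 were higher and 0 were lower. AKR1C2 and AKR1C3, aldo-keto reductases that act on steroids, fell by 1.59 and 1.56 on the log2 scale, and AKR1C1 fell by 1.40. These paralogs are close in sequence and their probe sets can bind each other's transcripts, so they are not 3 independent falls. CLCA2 fell by 1.45, the atypical cadherin FAT2 by 1.44, the aldehyde dehydrogenase ALDH3A1 by 1.33 and CUL4B, the scaffold of a ubiquitin ligase, by 1.29. TPRG1, LINC01503, CA12, ETV1 and EVI2A had log2 fold changes between -1.36 and -1.16, with values under 6 in CRB3-expressing cells for TPRG1 and EVI2A. The other 4 ETV1 probe sets had log2 fold changes between -0.49 and -0.35 and were not called, and of the other 6 of CA12, 4 were lower and 2 dimmer ones (-0.077 and 0.13) were not called.

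Of 42 measured genes of keratinocyte differentiation, 11 were higher, 0 were lower and 31 did not pass both thresholds, with 11 higher when adjusted over the list alone. Besides KRT13 and KLK10, SERPINB1, a protease inhibitor, had a log2 fold change of 0.98 (its dimmest probe set 0.15, not called) and SPRR1B, a cornified envelope protein, one of 0.66. The shift of the list had an adjusted p of 2.16e-09 from limma's camera, and an adjusted p = 0.0514 with an estimated correlation. Of 28 luminal mammary markers, 7 were higher and 0 lower (7 higher when adjusted over the list alone), among them CD24 and the mucin MUC1 with log2 fold changes of 2.45 and 1.92. Camera gave this list an adjusted p of 0.000140, and an adjusted p = 0.173 with an estimated correlation. Of 18 basal markers, the keratin KRT14 rose by a log2 fold change of 1.83 (SE 0.084) and DST, a cytolinker of hemidesmosomes, fell by 1.02 (SE 0.11) in its brightest probe set, with no shift of the list (adjusted p = 0.477 from camera) and the same 1 higher and 1 lower when adjusted over the list alone. Of the other DST probe sets, 1 was lower, with a log2 fold change of -0.93, while 2 of nearly the same level had log2 fold changes of -0.27 and were not called. With no fold threshold, the basal list held more members than chance gives among genes that were lower (adjusted p = 0.0127 from Fisher's exact test).

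Over probe sets, 518 of 54613 were higher and 198 lower. With an ordinary pooled variance in place of limma's empirical Bayes, 174 genes were higher and 46 lower, without EVI2A, SPRR1B and DST, and limma's treat against a 1.5-fold change called 98 higher and 15 lower.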

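Some of the junction genes on the arrays were higher in CRB3-expressing cells. Of 42 measured genes of tight junctions and apical polarity, 10 were higher, 1 was lower and 31 did not pass both thresholds, with the same 10 and 1 when adjusted over the list alone. OCLN, the tight junction protein occludin, rose 4.4-fold (log2 fold change 2.15, SE 0.071, adjusted p = 9.23e-07 from limma). CGN, the junctional plaque protein cingulin, rose by a log2 fold change of 2.09 (SE 0.063), and PALS1, which binds the PDZ binding domain of CRB3, rose by 0.95 (SE 0.061). The scaffold TJP1 had a log2 fold change of 0.59 (SE 0.066), and PARD6G fell by 0.71 (SE 0.088) in its brightest probe set, with -0.37 and -0.45 in the other 2, which were not called. Of 26 genes of adherens junctions and desmosomes, 5 were higher and 0 were lower (5 when adjusted over the list alone). They included CDH1, which encodes E-cadherin, at a log2 fold change of 1.10 (SE 0.063) and the desmosomal plakin PPL at 1.05 (SE 0.063).

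Of 35 epithelial maintenance genes, 13 were higher, 0 were lower and 22 did not pass both thresholds, with 13 higher when adjusted over the list alone. CD24 and MUC1 led this list too. AP1M2, an adaptor subunit of basolateral sorting, had a log2 fold change of 0.61 (SE 0.090, adjusted p = 0.00603 from limma) and MAL2, a protein of apical transport, one of 0.59 (SE 0.074, adjusted p = 0.00254). By Fisher's exact test (two-sided, adjusted over lists and directions), the genes higher in CRB3-expressing cells held more members than chance gives for tight junctions (0.601 expected, adjusted p = 4.67e-09), adherens junctions and desmosomes (0.372 expected, adjusted p = 0.000179) and epithelial maintenance (0.501 expected, adjusted p = 4.29e-14). Camera gave adjusted p-values of 3.21e-08, 3.21e-08 and 1.45e-16 in the same order. They became adjusted p = 0.0279, adjusted p = 0.0832 and adjusted p = 0.0279 with an estimated correlation, so the shift of the adherens junction and desmosome list did not hold there.

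Of 64 genes of epithelial-to-mesenchymal transition, 8 were higher, 4 were lower and 52 did not pass both thresholds, with the same 8 and 4 when adjusted over the list alone. SERPINE2, a secreted serpin, fell by 0.99 on the log2 scale (SE 0.078), the transcription factor FOXC2 fell by 0.91 (SE 0.076), and SNAI2 and NRP1, named after their values were seen, fell by 0.86 and 0.68, the latter with its second probe set not called (-0.33). TAGLN, which encodes the actin-binding protein transgelin, rose by a log2 fold change of 1.50 (SE 0.064) in its brightest probe set and 1.69 in the second, while the third, at 7.06 in vector control cells, had a log2 fold change of 0.083 (adjusted p = 0.715 from limma) and was not called. The membrane protease FAP rose by 1.31 (SE 0.091). The list held more members than chance gives both among genes that were lower (0.298 expected, adjusted p = 0.00120 from Fisher's exact test) and among genes that were higher (0.916 expected, adjusted p = 2.42e-05 from the same test). Its median log2 fold change was -0.029 and its mean 0.036, of opposite sign, and camera found no shift (adjusted p = 0.474), but one toward lower values when probe sets shared between transcripts were left out (adjusted p = 0.00905, against a range from 0.332 to 0.602 over the other alternatives).

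When probe sets shared between transcripts were left out, 2 adherens junction, 7 epithelial maintenance and 2 epithelial-to-mesenchymal transition genes were higher, and without vector control replicate 1, 3 adherens junction genes were. TJP1 and MAL2 lay close to the fold threshold and were not called after the arrays were median-centred again, and PARD6G, AP1M2 and MAL2 were not called with an ordinary pooled variance.

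**Figure D1:**
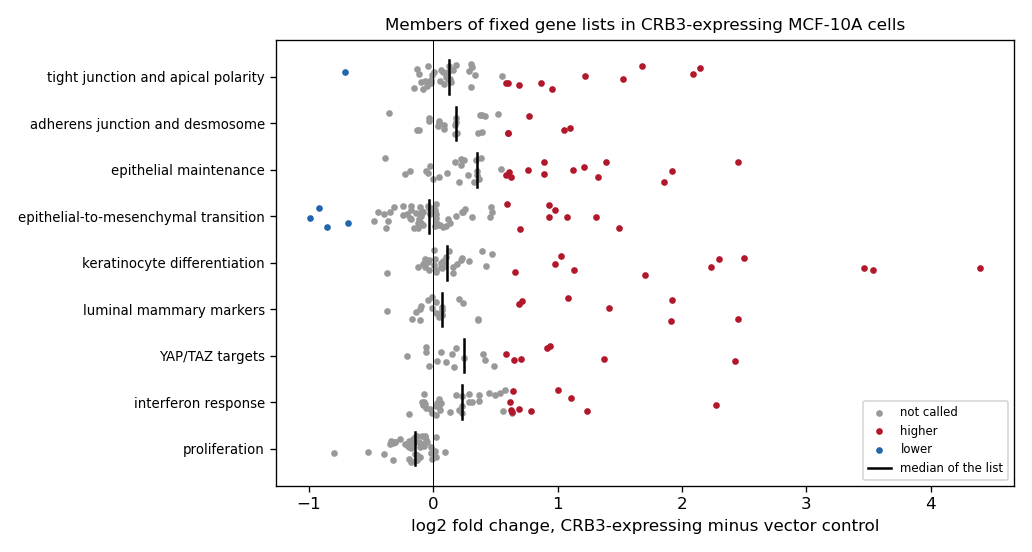
Log2 fold change (CRB3-expressing minus vector control, x axis) of every measured member of 9 fixed gene lists (y axis); each point is a gene, red where called higher, blue where called lower and grey where not called, and black bars are the medians of the lists. The junction and epithelial maintenance lists reach far to the right of 0, with 10, 5 and 13 members called higher, while the epithelial-to-mesenchymal transition list has called members on both sides, 8 higher and 4 lower.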

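On the arrays, EPB41L4B was higher in CRB3-expressing cells than in vector control cells. Its brightest probe set had a log2 value of 10.67 ± 0.058 (SD, n = 3) in CRB3-expressing cells and 10.05 ± 0.15 (SD, n = 3) in vector control cells, a 1.54-fold difference. The log2 fold change was 0.62 (SE 0.084, adjusted p = 0.00389 from limma over all probe sets), and each CRB3-expressing array lay above each vector control array. EPB41L5, the close homologue of EPB41L4B, had a log2 fold change of 0.42 (SE 0.080, adjusted p = 0.0240 from limma), a 1.34-fold difference that is under the fold threshold.

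The array holds 6 probe sets for EPB41L4B. The second brightest (9.04 ± 0.14 against 8.55 ± 0.14, SD, n = 3) had a log2 fold change of 0.49 and an adjusted p of 0.0264 from limma, and did not reach the 1.5-fold threshold. The third had a log2 fold change of 0.30 (adjusted p = 0.130 from limma). The other 3 probe sets had means under 6 in both groups and log2 fold changes between -0.015 and 0.26, none of which passed the test. Without vector control replicate 1, the array with the lowest EPB41L4B value, the log2 fold change was 0.53 (adjusted p = 0.00844 from limma), which is under the fold threshold. Over the alternatives on this probe set the adjusted p ranged from 8.59e-05 to 0.0923, the highest with an ordinary pooled variance in place of limma's empirical Bayes.

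**Figure D2:**
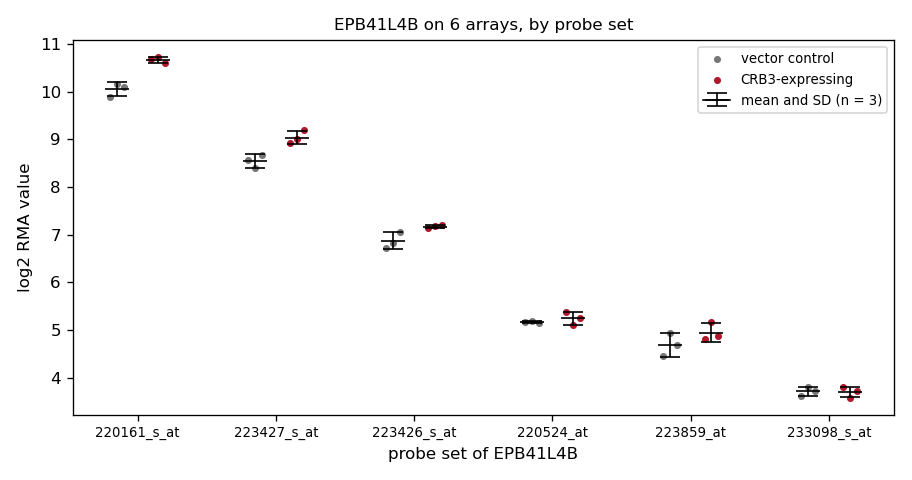
Log2 RMA value (y axis) of each EPB41L4B probe set (x axis, from the brightest to the dimmest) on the 3 vector control arrays (grey) and the 3 CRB3-expressing arrays (red); points are arrays, and bars are the mean and SD (n = 3). The groups do not overlap for the brightest probe set, at 10.67 against 10.05, and overlap for the dimmest, at 3.70 against 3.72.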

In response to ectopic CRB3 expression in MCF-10A cells, the expression of the FERM family protein EPB41L4B increased significantly (1.54-fold change, p = 3.45 x 10^−3^) (Fig 4E). To validate our microarray findings and to determine if EPB1L4B expression was induced as a secondary response to upregulated EGFR signaling or more directly in response to CRB3 overexpression, we used qRT-PCR analysis to monitor EPB1L4B transcript levels. First, we confirmed that the levels of EPB41L4B mRNA increased upon ectopic CRB3 expression as compared to vector control cells (4-fold change, p = 0.033). These changes in EPB41L4B expression were not affected by changes in EGFR signaling, as treatment of vector control cells with EGF did not affect EPB41L4B transcript levels (Fig 4F).

To address the general significance of this finding, we examined whether the relationship between CRB3 and EPB41L4B expression is observed more broadly in immortalized breast epithelial cell lines and in tumor cell lines derived from patient samples. Using published microarray studies, we analyzed both EPB41L4B and its close homologue, EPB41L5 (these two proteins are 62% identical and in *Drosophila* are represented by a single evolutionarily conserved homologue, Yurt [14]). Interestingly, we identified statistically significant co-expression of CRB3 with EPB41L4B and/or EPB41L5 in several microarray studies of cell line panels [15–17], across the entire cell line panel of the Cancer Cell Line Encyclopedia [18], as well as a study of 21 primary human mammary epithelial cell lines [19] (Table 1). Based on data generated by the TCGA Research network http://cancergenome.nih.gov/, there is a statistically significant positive correlation between CRB3 and EPB41L4B expression (r = 0.30, p = 4.1 x 10^−6^) in estrogen receptor (ER) negative TCGA breast samples. Although there is no significant correlation across the whole breast set or in ER positive tumors (r = 0.08 and r = 0.02, respectively), the two genes are generally co-expressed across the breast set, as they are both high expressed in the vast majority of breast samples. Taken together, these data suggest that co-expression of CRB3 and EPB41L4B is a general phenomenon.

**Table 1:** Co-expression of CRB3 and the FERM proteins EPB41L4B and EPB41L5.

Gene	r-value	p-value	Study (Reference)
EPB41L4B	0.84	2.2 x 10^−6^	Ince (16)
	0.69	2.5 x 10^−18^	Wagner (12)
	0.61	1.1 x 10^−22^	Adai (13)
	0.58	4.0 x 10^−88^	Barrentina (15)
	0.47	4.5 x 10^−4^	Hoeflich (14)
EPB41L5	0.84	1.7 x 10^−6^	Ince (16)
	0.75	5.8 x 10^−23^	Wagner (12)
	0.71	3.8 x 10^−9^	Hoeflich (14)
	0.70	1.3 x 10^−31^	Adai (13)
	0.39	8.3 x 10^−36^	Barrentina (15)

Table of the Pearson coefficients (r-values) and p-values from correlation analysis of *CRB3* and *EPB41L4B* or *EPB41L5* mRNA in the listed studies. The r-value is a measure of the linear association between two variables between -1 and 1; positive r-values indicate a positive linear relationship. The threshold for statistically significant correlation was p = 0.05.

To examine whether EPB41L4B was required for the CRB3-dependent, EGF-independent proliferation, we created stable short hairpin RNA lines for EPB41L4B in the background of CRB3 overexpression and validated the knockdown of EPB41L4B with qRT-PCR (S3A Fig). Using the AREG ELISA assay, we confirmed that stable knockdown of EPB41L4B led to a decrease in AREG release from CRB3-expressing cells (Fig 5A). As shown in Fig 5B, EPB41L4B knockdown caused a loss of EGF-independent proliferation in both monolayer and basement membrane culture. Silencing of EPB41L4B using siRNA (S3B Fig) also reverted the changes in AREG levels and localization of puncta observed by immunofluorescence (Fig 5C). Specifically, CRB3-expressing cells transfected with a control siRNA showed significantly more AREG-containing puncta dispersed throughout the cytoplasm compared to vector control cells. Knockdown of EPB41L4B resulted in a decrease in AREG puncta, most notably as a restriction of the AREG puncta to a tight perinuclear region, similar to the localization of AREG in vector control MCF-10A cells (Fig 5C). Quantification of the reduction in AREG-positive puncta revealed that the number of AREG-positive puncta increased approximately 10-fold upon CRB3 expression and that silencing of EPB41L4B reverted the number of AREG-positive puncta numbers close to vector control. The reduction in the number of AREG-positive puncta following EPB41L4B knockdown is in contrast to the complete loss of AREG-staining in cells treated with siRNA against *AREG*, which completely abrogates AREG-positive puncta, providing confirmation that the puncta detected with the AREG antibody indeed AREG. Thus, these findings provided evidence that EPB41L4B plays a critical role in the signaling events downstream of CRB3 that lead to AREG release and the ability of these cells to proliferate in the absence of exogenous growth signals.

**Fig 5:**
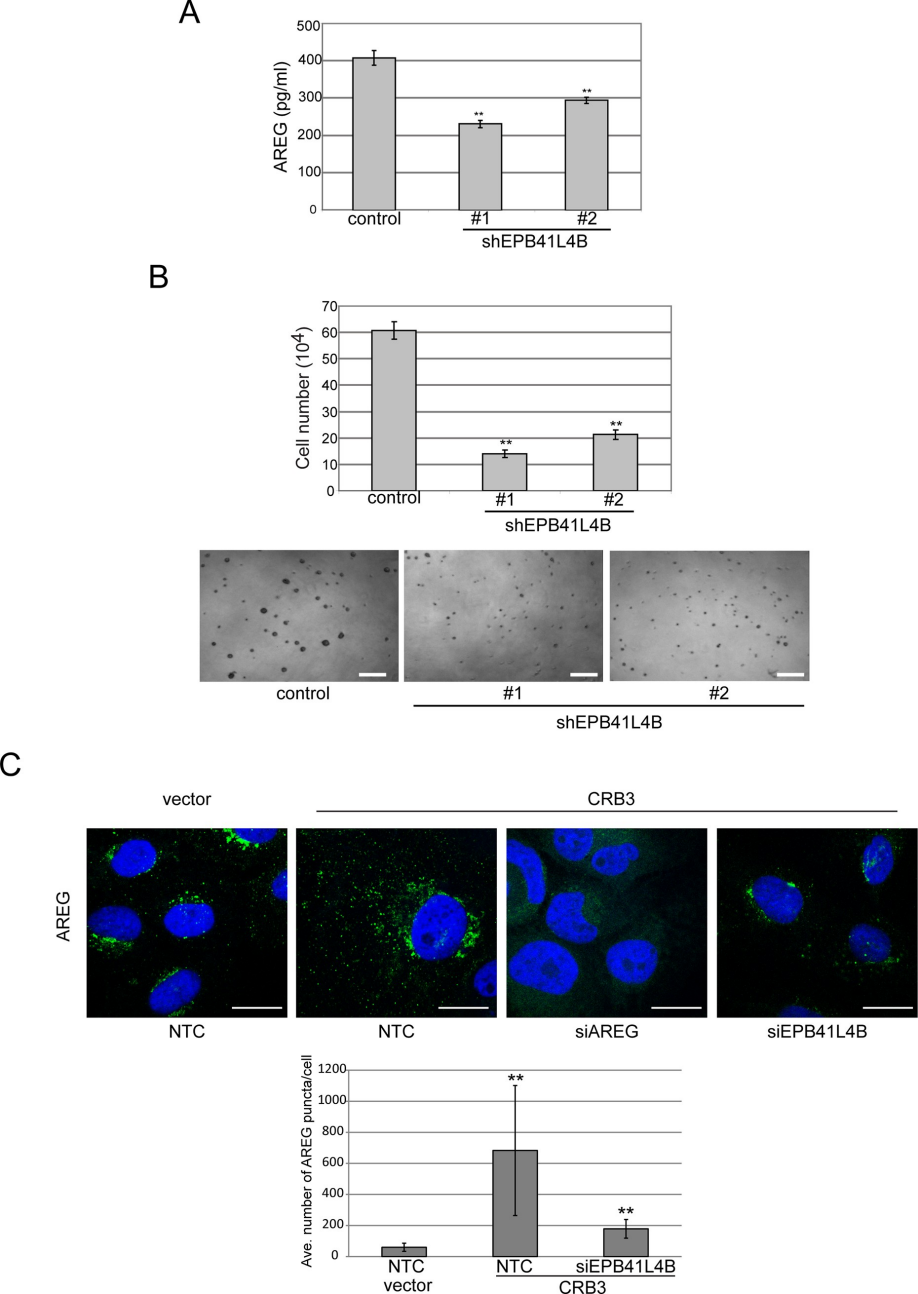
The FERM protein EPB41L4B is required for EGF-independent proliferation and AREG secretion in CRB3-expressing cells. **(A)** Stable knockdown of EPB41L4B expression suppresses AREG release from CRB3-expressing cells measured by the AREG ELISA assay. Results shown are the average +/-SEM of triplicate samples and are representative of three independent experiments (**p<0.01 using Students *t* test) (left). **(B)** EGF-independent proliferation in CRB3 cells was blocked with EPB41L4B shRNA in both monolayer (top) and 3D cultures (bottom). Cell proliferation for monolayer culture was quantified by cell counting on day 7, and the results shown are the average +/- SEM of triplicate samples and are representative of three independent experiments (**p<0.01 using Students *t* test). Representative phase images for EGF-independent 3D culture are shown. Scale bars, 150 μm. **(C)** Loss of EPB41L4B reverts the dispersion of AREG-positive puncta in the CRB3 expressing cells. AREG localization and distribution in control cells or CRB3-expressing cells with the indicated siRNA treatments was imaged by confocal to quantify the average number of AREG-positive puncta per cell. Error bars shown are +/-SD for the average number of AREG-positive puncta per cell from counts on 20–25 cells per condition and are representative of three independent experiments (**p<0.01 using Students *t* test). Scale bars, 10 μm.

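Among the genes of FERM proteins on the arrays, EPB41L4B was the one that passed both thresholds. Of 51 measured genes with an annotated FERM domain, 1 was higher, 0 were lower and 50 did not pass both thresholds, and the same 1 passed when adjusted over the list alone. Of the 25 FERM genes that could be read from the target list of the siRNA screen (S1 File), where 2 entries that are not gene symbols were left out, 24 were measured, and it was again 1 higher and 0 lower (1 when adjusted over the list alone). PTPN21, the other FERM gene that met the siRNA criteria, had a log2 fold change of 0.14 (SE 0.067, adjusted p = 0.334 from limma). Neither list shifted against other genes (adjusted p = 0.241 and adjusted p = 0.106 from camera). By limma's fry, which tests a list by itself, both leaned higher (adjusted p = 0.0189 and adjusted p = 0.00899). Counted over any probe set of a gene, EZR, which encodes ezrin, was also higher and MYLIP was lower, both named after their values were seen. The called EZR probe set had a log2 fold change of 0.59, and its brightest had 0.54, under the fold threshold. The called MYLIP probe set (-0.62) had means under 6 in both groups, 5.33 in CRB3-expressing and 5.94 in vector control cells. The brightest of MYLIP had 0.034 and the others between -0.39 and -0.097, and none of these was called. Without vector control replicate 1, or with an ordinary pooled variance, no gene of either list was higher. With no fold threshold, 4 genes of the screen were higher (0.808 expected, adjusted p = 0.0254 from Fisher's exact test). The FERM-domain list then had 5 higher (1.72 expected, adjusted p = 0.0748 from the same test). With both thresholds, 0.343 were expected for the screen list (adjusted p = 0.638 from the same test). For the FERM-domain list, 0.73 were expected (unadjusted p = 0.521 from the same test). EPB41L4B was also under the fold threshold as the mean over its probe sets (1.22-fold). When probe sets shared between transcripts were left out, its brightest remaining probe set had a log2 fold change of 0.081, under the fold threshold. That probe set had means of 5.25 in CRB3-expressing and 5.17 in vector control cells. Such dim probe sets may understate a change, so this value cannot tell whether the rise holds.

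The PDZ binding partners PARD6A and PARD6B had log2 fold changes of 0.31 (SE 0.068) and -0.077 (SE 0.12), and neither passed both thresholds. EGFR had a log2 fold change of 0.0084 (SE 0.062), which turned negative after median-centring, and its ligands TGFA and HBEGF had values of 0.20 (SE 0.069) and 0.068 (SE 0.11), none of which passed the test. A list of 24 measured genes covered EGFR ligands, receptors and shedding, each gene read in its brightest probe set. In it, ERBB3 rose by a log2 fold change of 0.89 (SE 0.076) and the ligand EREG fell by 0.90 (SE 0.11). The same 1 and 1 were called when adjusted over the list alone. The list did not shift against other genes (adjusted p = 0.268 from camera), while fry gave adjusted p = 0.0118 toward higher values. AREG and EPGN, which have no probe set annotated to 1 gene, were not measured. Outside these counts, probe sets of ADAM12 were called lower (-1.54, -0.88 and -0.81) and a probe set of NRG1 higher (0.86). Both genes were named after their values were seen. Of 34 genes of EGFR-ERK feedback and early response, 3 were higher and 3 were lower, as when adjusted over the list alone. PTGS2, a prostaglandin synthase, and the chemokine CXCL8 rose by log2 fold changes of 1.50 and 1.23, while the ERK phosphatase DUSP6 fell by 1.03 and the transcription factor FOS by 0.87. By Fisher's exact test, the list held more members than chance gives among genes that were lower (0.158 expected, adjusted p = 0.00252), while among genes that were higher the adjusted p was 0.0546 (0.487 expected), and 0.00343 from the same test with no fold threshold. Camera found no shift of the list (adjusted p = 0.530). The paper's phospho-ERK difference was seen without EGF, while the arrays are of cells grown with EGF, so these values do not test it. EREG, PTGS2 and FOS were not called with an ordinary pooled variance, and the vector control value of PTGS2 (5.61) is not shown to be above background.

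Of 45 proliferation genes, each read in its brightest probe set, 0 passed both thresholds with adjustment over all probe sets. With adjustment over the list alone 1 was lower, and at an unadjusted p under 0.05 from limma 22 were lower and 0 higher. The 1 was CENPE, a mitotic kinesin, named after its value was seen, with a log2 fold change of -0.80 (SE 0.20). Outside these counts, a probe set of CENPF, also named after its value was seen, was called lower (-0.65, adjusted p = 0.0338 from limma). TOP2A and KIF11 had the smallest p-values of the list, with log2 fold changes of -0.34 (SE 0.061) and -0.35 (SE 0.067). Their adjusted p-values from limma were 0.0175 and 0.0250. The brightest probe set of MKI67, which encodes Ki-67, had -0.30 (SE 0.081, adjusted p = 0.0919 from limma). The others of MKI67 had -0.35, -0.32 and -0.21 (adjusted p = 0.0286, 0.0430 and 0.180 from limma). With no fold threshold, 6 members were lower (0.799 expected, adjusted p = 0.000594 from Fisher's exact test). The median of the list was -0.14, with an adjusted p of 2.08e-10 from camera and an adjusted p = 0.0832 with an estimated correlation. The values of this list are transcript levels in monolayers grown with EGF. They do not test the paper's Ki67 protein staining in acini or its cell counts without EGF. Of 59 genes of early and recycling endosomes, RAB11FIP1 was the 1 that was higher, at the fold threshold, and of 55 genes of late endosomes and lysosomes, LAMP3 and LIPA were the 2 that were higher, by log2 fold changes of 0.95 and 0.70; the counts were the same when adjusted over each list alone, and RAB11FIP1 and LAMP3 (5.98 in vector control cells) were not called with an ordinary pooled variance. Of the other RAB11FIP1 probe sets, 1 was higher by 0.75 and 1 was not called (0.22). Camera gave these 2 lists an adjusted p of 0.0845 and an adjusted p of 0.0486, and an adjusted p = 0.413 and an adjusted p = 0.431 with an estimated correlation. The endosomal markers EEA1, CD63 and LAMP2 had log2 fold changes of -0.13, 0.18 and -0.14 and did not pass the test. These are transcript levels and do not test the size and number of stained vesicles that the paper reports. The paper sets the rise of EPB41L4B on the arrays beside its siRNA screen, in which knockdown of EPB41L4B lowered AREG release from CRB3-expressing cells (Fig 4C and 4D), and describes the 2 approaches as converging on this gene. It further reports the rise by RT-qPCR (Fig 4F) and a loss of EGF-independent proliferation after stable knockdown, neither of which was re-analysed here.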

Taken together, our microarray and siRNA data identified EPB41L4B as a FERM family protein that is upregulated at the transcriptional level in response to ectopic expression of CRB3 and is required for CRB3-induced AREG release and proliferation. Given the requirement of the FBD of CRB3 for mediating the proliferative phenotype, this data supports a model in which EPB41L4B interacts with CRB3 to mediate the cellular changes responsible for AREG release.

### CRB3 signaling through EPB41L4B alters the size and distribution of endocytic vesicles

CRB3 expression led to an EPB41L4B-dependent increase in the number of AREG puncta and changes in their cytoplasmic distribution. To further characterize the changes in AREG trafficking regulated by CRB3 and EPB41L4B, we immunostained CRB3-expressing cells with the early endosome marker EEA1 and the late endosome/lysosome markers LAMP-2 and CD63. We found that CRB3 expression led to a dramatic increase in the size of early endosomes marked with EEA1, as well as an increase in the size and dispersion of both LAMP-2- and CD63-positive vesicles (Fig 6A). Because the most visible changes were in vesicles marked by CD63, we further characterized the CRB3-dependent changes and the role of EPB41L4B in those changes using this marker. Using confocal images of CRB3-expressing MCF-10A cells transfected with siRNAs against AREG and EPB41L4B, we found that the number of CD63-postive puncta increased approximately 10-fold upon CRB3 expression and silencing of EPB41L4B reverted the numbers to values similar to vector control (Fig 6B). Knockdown of AREG by siRNA did not affect the formation and localization of the CD63-marked vesicles in the CRB3 cells, providing additional evidence that the changes in endocytic vesicles are not dependent on the EGFR signaling elicited by CRB3 and are a direct effect of CRB3 on the vesicular trafficking machinery.

**Fig 6:**
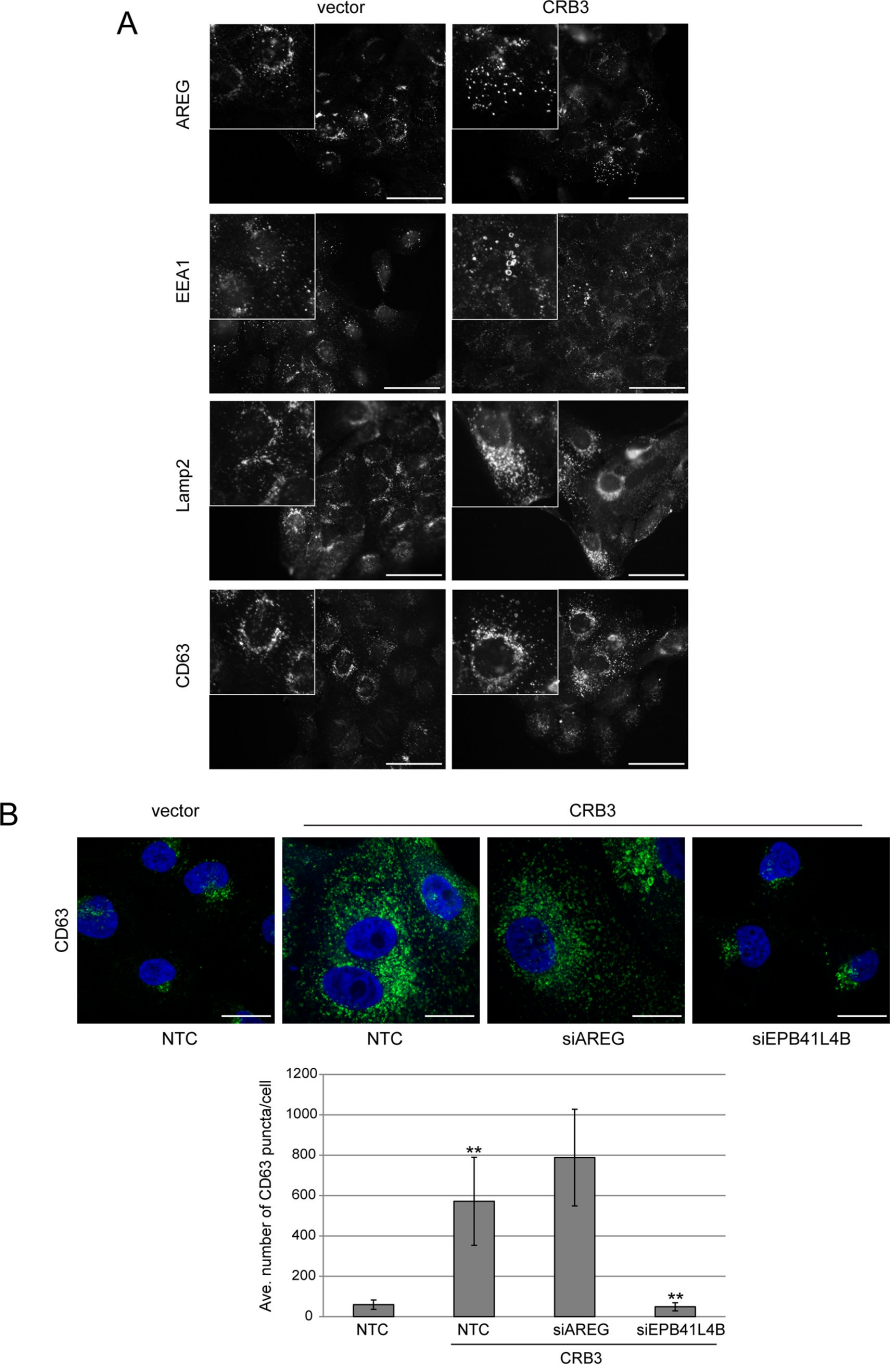
CRB3 expression leads to an increase in the number and size of CD63-positive puncta, and loss of EPB41L4B in the CRB3 background reverts this phenotype. **(A)** Confocal imaging of endocytic markers shows that CRB3 expression results in an increase in the number and size of endocytic vesicles, including those of early (EEA1) and late (LAMP-2, CD63) endosomes. Scale bars, 50 μm. Insets provide a higher magnification view of the same field to highlight vesicular structures. **(B)** Loss of EPB41L4B (but not AREG) reverts the dispersion of CD63-positive puncta in the CRB3 expressing cells. Control cells or CRB3-expressing cells with the indicated siRNA treatments were imaged by confocal (top) to quantify the average number of CD63-positive puncta per cell (bottom). The number of CD63-postive puncta increases approximately 10-fold upon CRB3 expression and is reverted to numbers close to vector control by loss of EPB41L4B. Error bars shown are +/-SD for the average number of CD63-positive puncta per cell from counts on 20–25 cells per condition and are representative of three independent experiments (**p<0.01 using Students *t* test). Scale bars, 10 μm.

### Expression of EPB41L4B enhances CRB3-dependent AREG secretion and formation of endocytic vesicles

Our conclusions were further supported by studies on MCF-10A cells co-expressing CRB3 and EPB41L4B. We expressed an HA-tagged variant of EPB41L4B alone or in combination with myc-CRB3 (S4A Fig) and found that while EPB41L4B alone did not support AREG secretion in the absence of EGF, co-expression of EPB41L4B with CRB3 resulted in an increase in AREG release above levels induced by CRB3 expression alone (Fig 7A). Furthermore, expression of EPB41L4B alone did not alter the immunostaining pattern of AREG, while the combination of CRB3 and EPB41L4B together caused a more dramatic change in the number and distribution of AREG puncta than those observed in CRB3-expressing cells (Fig 7B). The role of EPB41L4B in CRB3-dependent changes in vesicular trafficking was further confirmed upon examination of cells co-expressing CRB3 and EPB41L4B. Expression of EPB41L4B alone did not alter the number or distribution of endocytic markers. However, the expression of EPB41L4B in the CRB3 cells led to a more dramatic change in the number and distribution of endocytic markers, particularly LAMP-2 and CD63, the markers of late endosomes/lysosomes (Fig 7C). Interestingly, co-expression of CRB3 and EPB41L4B led to large vacuolar structures visible under low magnification phase contrast microscopy (S4B Fig).

**Fig 7:**
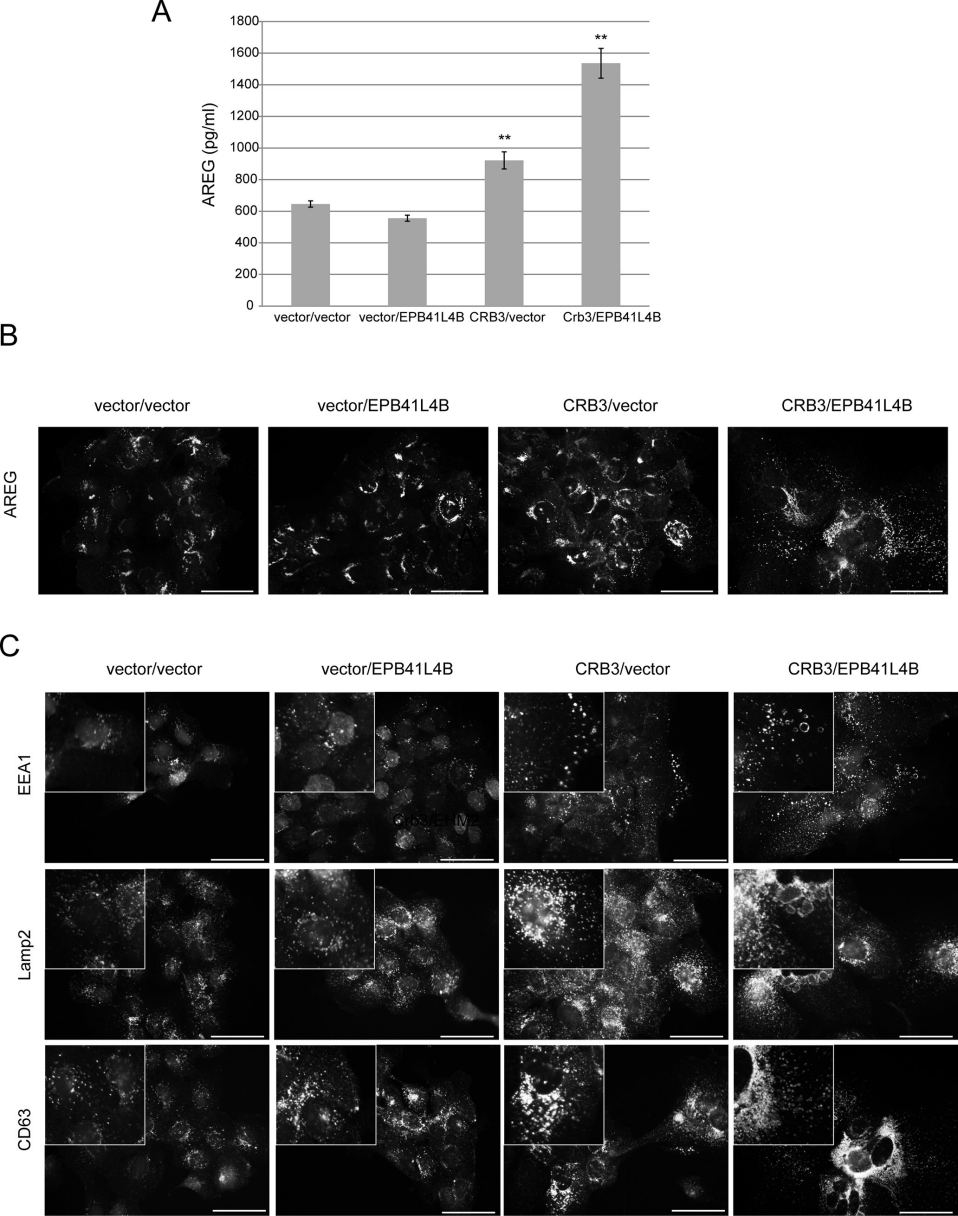
Expression of EPB41L4B enhances CRB3-dependent AREG secretion and formation of endocytic vesicles. **(A)** Co-expression of EPB41L4B enhances AREG levels in the medium from CRB3-expressing cells as measured by the AREG ELISA. Results shown are the average +/- SEM of 2 independent experiments with each condition in triplicate (n = 6) (**p<0.01 for CRB3/vector compared to vector/vector and for CRB3/EPB41L4B compared to CRB3/vector using Students *t* test). **(B)** Co-expression of EPB41L4B increases the dispersion of AREG-positive puncta in CRB3-expressing cells. **(C)** Co-expression of EPB41L4B enhances the number and size of endocytic vesicles, including those of early (EEA1) and late (LAMP-2, CD63) endosomes in CRB3-expressing cells. Scale bars, 50 μm. Insets provide a higher magnification view of the same field to highlight vesicular structures.

## Discussion

We investigated the role of the polarity protein CRB3 in cell polarity and proliferation using the MCF-10A 3D culture model of mammary morphogenesis, an *in vitro* model that retains features of the organization of glandular mammary structures in basement membrane culture. We found that ectopic expression of CRB3 in MCF-10A cells induced a hyperproliferative phenotype in acini cultured in reconstituted basement membrane protein gels, as well as EGF-independent proliferation in both 3D and monolayer cultures. These CRB3-induced changes in proliferation were caused by increased release of AREG and mediated by the FBD of CRB3. We identified the FERM protein, EPB41L4B, as an essential mediator of CRB3-driven proliferation. In parallel, we observed CRB3-dependent changes in endocytic trafficking, a phenotype that was also dependent on EPB41L4B. Taken together, our data reveal a previously uncharacterized role for CRB3 in regulating proliferation in mammalian cells.

Our data demonstrate that the CRB3 proliferative phenotypes are driven by changes in AREG secretion, rather than direct changes in *AREG* transcription. This subsequently leads to increased AREG expression through a previously characterized AREG-dependent positive feedback loop. The changes in endocytic markers we observed following CRB3 expression are independent of EGF signaling, and knockdown of *AREG* does not alter the CRB3-dependent changes in the endocytic machinery. That we observe endocytic changes independently of AREG signaling argues strongly that the proliferative signal caused by CRB3 arises directly from defects in endocytic trafficking that lead to an increase in AREG release and inappropriate signaling through the EGF-receptor pathway. These results support a model in which changes in endocytic trafficking are the fundamental defect caused by CRB3 overexpression.

The proliferative phenotypes induced by CRB3 overexpression in mammary cells reported here provide evidence in mammalian cells for a direct connection between junctional complexes, endocytosis, and proliferation. Our findings are supported by a number of important genetic studies in flies that first established a connection between cell proliferation and junctional complexes [20, 21]. Specifically, screens for mutations that produced tumor-like growths in flies showed that loss of junctional scaffold proteins, such as *lethal giant larvae (lgl)* and *discs large (Dlg)*, induced a hyperproliferative phenotype in imaginal discs and follicular epithelia [22]. Mutations in these tumor suppressor genes resulted in aberrant cell growth accompanied by a distinct alteration of polarity, namely expansion of the apical membrane, a phenotype also observed upon overexpression of certain apical membrane determinants, such as *crumbs (Crb)*. In flies, loss of *avl*, a syntaxin localized to early endosomes, or Rab5, a regulator of trafficking to early endosomes, not only caused an expansion of the apical membrane but also resulted in overproliferation and accumulation of the Notch receptor and Crb, due to endocytic failure. Ectopic expression of the *Drosophila* Crb protein similarly induced apicalization of the membrane and hyperproliferation of imaginal discs, a phenotype that was nearly identical to that induced by endocytic failure in *avl* mutants [23]. Interestingly, mutants in the ESCRT pathway required for endosomal trafficking showed increased levels of Crb that was mislocalized into aberrant endosomal structures, as well as overproliferation of imaginal discs [24]. Furthermore, mutations in the *Drosophila* ortholog of the mammalian TSG101 and consequent defects in endocytosis, led to non-autonomous proliferation through secretion of a growth factor, similar to the CRB3-induced proliferative phenotype that is dependent on release of and signaling through AREG, a ligand for the EGF receptor. The phenotypic similarities between the fly mutants and our CRB3 overexpression data reported here provide strong support for a model in which junctional scaffolding proteins regulate cell proliferation through effects on endocytic trafficking.

We sought to define proximal partners for CRB3 in these processes and found that in monolayer culture, AREG secretion was dependent on the FBD of CRB3, determined by functional domain analysis of CRB3. Importantly, the PDZ binding domain is not required for the EGF-independent proliferation, a finding confirmed through siRNA of known PDZ binding partners, including PALS1 and PAR6. Our data implicating the FBD of CRB3 in proliferative signaling is significant, because it argues strongly that the mechanism of proliferative signaling involves a pathway distinct from the well-characterized, PDZ-dependent function of CRB3 in establishing polarity in mammalian cells. Specifically, the PDZ domain of CRB3 has been implicated in regulation of polarity through a mechanism that involves signaling through atypical PKC isoforms, as described above. Thus, our data identifies an important new function of the FBD of CRB3 in regulating cell proliferation in mammalian cells.

By screening a large subset of the FERM-containing proteins in the human genome using siRNA technology, we identified the FERM protein EPB41L4B (also known as EPB41L4B/Lulu2) as having an important role in the CRB3-dependent AREG secretion and EGF-independent proliferation. We also identified this gene as an upregulated gene in a microarray study of MCF-10A cells overexpressing CRB3. Furthermore, we found EPB41L4B to be required for the CRB3-dependent changes in endocytosis, particularly on the increase in CD63-positive vesicles. Interestingly, the orthologs for this FERM protein in *Drosophila* and zebrafish, Yurt and mosaic eyes (Moe), respectively, have been shown to negatively regulate Crb-dependent apical membrane formation in developing epithelia, such that Yurt mutants led to expansion of the apical membrane [14, 25]. In this same work, the mammalian orthologs of Yurt, EPB41L4B (EPB41L4B) and EPB41L5 (Ymo1), could each interact with all three mammalian isoforms of Crumbs, Crb1, Crb2, and CRB3. Our findings extend this data on the biochemical interaction to show that the CRB3/EPB41L4B interaction plays a functional role in regulation of endocytic trafficking and proliferation. In flies, defects in polarity caused by Yurt mutants were confined to head morphogenesis and dorsal closure, and many of the epithelial polarity defects were recovered by the end of embryogenesis. The FBD of CRB3 was not required for tight junction formation in MCF-10A cells [4], and we show here that EPB41L4B appears to be the critical FERM protein connecting CRB3 to proliferative signaling in mammary epithelia. Studies in MDCK cells on EPB41L4B and EPB41L5 showed that EPB41L4B isoforms, when overexpressed, increased the apical staining of CRB3 [26]. Our results here show an enhanced proliferative and endocytic phenotype when CRB3 and EPB41L4B are coexpressed. As noted above, *Drosophila* Yurt has two orthologs in mammals, EPB41L4B and EPB41L5, which both contain a FERM domain and FA domain with 62% protein identity. It is not yet clear whether these two orthologs have distinct or complementary roles in mammalian cells, or whether the expression of EPB41L4B and EPB41L5 may be regulated developmentally, such that these proteins play distinct roles in regulation of polarity and proliferation at different stages of development. Our transcriptional data shows strong correlation between both EPB41L4B and EPB41L5 expression and expression of CRB3 in various cell lines, suggesting that at least one of these FERM proteins is required for CRB3 functionality in epithelia.

Little is known about the specific functions of mammalian EPB41L4B. Given that FERM proteins in general regulate the actin cytoskeleton, it is a simple hypothesis to suggest that CRB3/EPB41L4B modulates the actin cytoskeleton to impact endocytosis. Indeed, recent data demonstrate that the interaction of CRB3A with EPB41L4B controls epithelial cell morphology and cell cohesion through changes in actin and myosin II organization following recruitment and activation of p114RhoGEF and subsequent Rho signaling pathways [26–28]. EPB41L4B was first reported as a gene highly expressed in metastatic melanoma cell lines [29] and is reported to be overexpressed in prostate cancer [30]. Loss of EPB41L4B led to in inhibition of *in vitro* proliferation of breast cancer cell lines, and increased EPB41L4B levels were correlated with disease progression and poor prognosis [31].

Studies in *Drosophila* have indicated that the FBD of Crb may interact with the Expanded protein [32–35], a FERM domain protein that regulates the function of Hippo pathway in growth control [36]. Overexpression of Crb in *Drosophila* led to loss of Expanded and activation of the Hippo-Warts-Yorkie pathway, leading to cell overgrowth. As noted above, our data implicate trafficking alterations leading to increased AREG release as a primary driver of the proliferative phenotype induced by CRB3 expression; however, it is likely that there are additional layers of regulation in this process. Crosstalk between the Hippo pathway and the Crb complex remains largely unexplored in mammalian cells. It is interesting to note that both Lgl and Crb contribute to crosstalk with the Hippo pathway in *Drosophila* [34] and that the Hippo pathway has been shown to regulate apical membrane formation independently of its growth control function, further linking these two pathways. Given that both Hpo and Wts mutants led to accumulation of the endosomal sorting protein, Hrs, it is intriguing to hypothesize that endocytosis may be the common link between the various aspects of crosstalk between the Hippo pathway and the polarity regulators.

## Supporting information

S1 Fig CRB3 expression leads to EGF-independent proliferation through a secreted EGFR ligand. **(A)** Like vector control cells, the eCit expressing cells are unable to proliferate in the absence of EGF (top). Co-culture of eCit labeled MCF-10A cells with CRB3 expressing cells allows the eCit cells to proliferate in the absence of EGF. Representative phase and fluorescent images of the co-culture are shown (middle). The cell number of MCF-10A eCit cells was quantified after 5 days of culture in conditioned medium from the indicated cell types (bottom). **(B)** Western blot showing phospho-EGFR and phospho-ERK levels are elevated in CRB3 cells in the absence of EGF. **(C)** qRT-PCR reveals that CRB3 expression maintains *AREG* expression in the absence of EGF.
(EPS) Click here for additional data file.

S2 Fig An siRNA-based screen of FERM proteins identified EPB41L4B as a specific regulator of CRB3-dependent phenotypes in MCF-10A cells. **A)** Myc-tagged CRB3 mutants are expressed to equal levels in MCF-10A cells. 50 μg of total cell lysates were analyzed by immunoblotting with a polyclonal CRB3 antibody (raised against the carboxy-terminus of CRB3) (top) or a myc-epitope antibody, 9E10, against the amino-termical myc-tag (bottom), with β-tubulin as a loading control. **(B)** Knockdown of gene expression for known binding partners to the PDZ binding domain of CRB3 does not interfere with AREG release in the CRB3-expressing cells. All siRNAs, except PARD6G, fell below the 1-fold inhibition threshold for AREG release. PARD6G did not validate with the individual siRNA oligos from the SMARTpool upgrade. **(C)** Microarray enrichment analysis of differentially expressed genes in CRB3-expresssing MCF-10A cells. Bars represent enrichment scores, defined as -log(pValue), of the top pathways identified by GeneGO enrichment analysis (MetaCore, GenGO; Thomson Reuters). The dashed line designates the threshold for statistical significance (p = 0.05).
(EPS) Click here for additional data file.

S3 Fig Validation of EPB41LB silencing in CRB3-expressing MCF-10A cells. **(A)** Stable expression of EPB41L4B shRNAs and (**B**) an EPB41L4B SMARTpool decrease the expression of EPB41L4B in CRB3-expressing cells as measured by qRT-PCR. Results shown are the average +/- SEM of triplicate samples and are representative of three independent experiments (**p<0.01 using Students *t* test).
(EPS) Click here for additional data file.

S4 Fig Co-expression of an HA-tagged EPB41L4B murine ortholog with CRB3 in MCF-10A cells. **(A)** The murine ortholog of EPB41L4B was expressed to equal levels in vector control and CRB3-expressing MCF-10A cells. 50 μg of total cell lysate was analyzed by immunoblotting with an HA-epitope antibody, 6E2, (top) and a polyclonal antibody against CRB3 (bottom) with GAPDH as a loading control. **(B)** Representative phase images of MCF-10A cells expressing CRB3 alone or co-expressing CRB3 and EPB41L4B. Scale bars, 50 μm.
(EPS) Click here for additional data file.

S1 File Primary data from siRNA screen of FERM proteins. Genes with an annotated FERM domain were analyzed for reduced AREG secretion in CRB3-expressing MCF-10A cells using the AREG ELISA. Data are the calculated AREG amounts in pg/mL. Data are representative of n = 3 experiments.
(XLSX) Click here for additional data file.

## References

[1] HuangL, MuthuswamySK. Polarity protein alterations in carcinoma: a focus on emerging roles for polarity regulators. Curr Opin Genet Dev. 2010;20(1):41–50. Epub 2010/01/23. doi: S0959-437X(09)00198-1 [pii] 10.1016/j.gde.2009.12.001 ; PubMed Central PMCID: PMC3015045.2009300310.1016/j.gde.2009.12.001PMC3015045

[2] DebnathJ, MillsKR, CollinsNL, ReginatoMJ, MuthuswamySK, BruggeJS. The role of apoptosis in creating and maintaining luminal space within normal and oncogene-expressing mammary acini. Cell. 2002;111(1):29–40. Epub 2002/10/10. doi: S0092867402010012 [pii]. .1237229810.1016/s0092-8674(02)01001-2

[3] MuthuswamySK, LiD, LelievreS, BissellMJ, BruggeJS. ErbB2, but not ErbB1, reinitiates proliferation and induces luminal repopulation in epithelial acini. Nat Cell Biol. 2001;3(9):785–92. Epub 2001/09/05. 10.1038/ncb0901-785 [pii]. ; PubMed Central PMCID: PMC2952547.1153365710.1038/ncb0901-785PMC2952547

[4] FoggVC, LiuCJ, MargolisB. Multiple regions of Crumbs3 are required for tight junction formation in MCF10A cells. J Cell Sci. 2005;118(Pt 13):2859–69. Epub 2005/06/25. doi: 118/13/2859 [pii] 10.1242/jcs.02412 .1597644510.1242/jcs.02412

[5] MargolisB. The Crumbs3 Polarity Protein. Cold Spring Harbor perspectives in biology. 2018;10(3). Epub 2017/03/16. 10.1101/cshperspect.a027961 .2828906010.1101/cshperspect.a027961PMC5830892

[6] LiP, WangY, MaoX, JiangY, LiuJ, LiJ, et al CRB3 downregulation confers breast cancer stem cell traits through TAZ/beta-catenin. Oncogenesis. 2017;6(4):e322 Epub 2017/04/25. 10.1038/oncsis.2017.24 ; PubMed Central PMCID: PMCPMC5520500.2843699110.1038/oncsis.2017.24PMC5520500

[7] LiP, FengC, ChenH, JiangY, CaoF, LiuJ, et al Elevated CRB3 expression suppresses breast cancer stemness by inhibiting beta-catenin signalling to restore tamoxifen sensitivity. Journal of cellular and molecular medicine. 2018;22(7):3423–33. Epub 2018/03/31. 10.1111/jcmm.13619 ; PubMed Central PMCID: PMCPMC6010813.2960219910.1111/jcmm.13619PMC6010813

[8] DebnathJ, MuthuswamySK, BruggeJS. Morphogenesis and oncogenesis of MCF-10A mammary epithelial acini grown in three-dimensional basement membrane cultures. Methods. 2003;30(3):256–68. Epub 2003/06/12. doi: S104620230300032X [pii]. .1279814010.1016/s1046-2023(03)00032-x

[9] MakarovaO, RohMH, LiuCJ, LaurinecS, MargolisB. Mammalian Crumbs3 is a small transmembrane protein linked to protein associated with Lin-7 (Pals1). Gene. 2003;302(1–2):21–9. Epub 2003/01/16. doi: S0378111902010843 [pii]. .1252719310.1016/s0378111902010843

[10] OryDS, NeugeborenBA, MulliganRC. A stable human-derived packaging cell line for production of high titer retrovirus/vesicular stomatitis virus G pseudotypes. Proc Natl Acad Sci U S A. 1996;93(21):11400–6. Epub 1996/10/15. ; PubMed Central PMCID: PMC38069.887614710.1073/pnas.93.21.11400PMC38069

[11] Miller-JensenK, JanesKA, BruggeJS, LauffenburgerDA. Common effector processing mediates cell-specific responses to stimuli. Nature. 2007;448(7153):604–8. Epub 2007/07/20. doi: nature06001 [pii] 10.1038/nature06001 .1763767610.1038/nature06001

[12] VandesompeleJ, De PreterK, PattynF, PoppeB, Van RoyN, De PaepeA, et al Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol. 2002;3(7):RESEARCH0034. Epub 2002/08/20. ; PubMed Central PMCID: PMC126239.1218480810.1186/gb-2002-3-7-research0034PMC126239

[13] WillmarthNE, EthierSP. Amphiregulin as a novel target for breast cancer therapy. J Mammary Gland Biol Neoplasia. 2008;13(2):171–9. Epub 2008/04/26. 10.1007/s10911-008-9081-9 .1843753910.1007/s10911-008-9081-9

[14] LapriseP, BeronjaS, Silva-GagliardiNF, PellikkaM, JensenAM, McGladeCJ, et al The FERM protein Yurt is a negative regulatory component of the Crumbs complex that controls epithelial polarity and apical membrane size. Dev Cell. 2006;11(3):363–74. Epub 2006/09/05. doi: S1534-5807(06)00257-7 [pii] 10.1016/j.devcel.2006.06.001 ; PubMed Central PMCID: PMC2834949.1695012710.1016/j.devcel.2006.06.001PMC2834949

[15] WagnerKW, PunnooseEA, JanuarioT, LawrenceDA, PittiRM, LancasterK, et al Death-receptor O-glycosylation controls tumor-cell sensitivity to the proapoptotic ligand Apo2L/TRAIL. Nat Med. 2007;13(9):1070–7. Epub 2007/09/04. doi: nm1627 [pii] 10.1038/nm1627 .1776716710.1038/nm1627

[16] StinsonS, LacknerMR, AdaiAT, YuN, KimHJ, O'BrienC, et al TRPS1 targeting by miR-221/222 promotes the epithelial-to-mesenchymal transition in breast cancer. Science signaling. 2011;4(177):ra41 Epub 2011/06/16. 10.1126/scisignal.2001538 .2167331610.1126/scisignal.2001538

[17] HoeflichKP, O'BrienC, BoydZ, CavetG, GuerreroS, JungK, et al In vivo antitumor activity of MEK and phosphatidylinositol 3-kinase inhibitors in basal-like breast cancer models. Clin Cancer Res. 2009;15(14):4649–64. Epub 2009/07/02. doi: 1078-0432.CCR-09-0317 [pii] 10.1158/1078-0432.CCR-09-0317 .1956759010.1158/1078-0432.CCR-09-0317

[18] BarretinaJ, CaponigroG, StranskyN, VenkatesanK, MargolinAA, KimS, et al The Cancer Cell Line Encyclopedia enables predictive modelling of anticancer drug sensitivity. Nature. 2012;483:603 10.1038/nature11003 https://www.nature.com/articles/nature11003#supplementary-information. 2246090510.1038/nature11003PMC3320027

[19] InceTA, RichardsonAL, BellGW, SaitohM, GodarS, KarnoubAE, et al Transformation of different human breast epithelial cell types leads to distinct tumor phenotypes. Cancer Cell. 2007;12(2):160–70. Epub 2007/08/19. doi: S1535-6108(07)00179-1 [pii] 10.1016/j.ccr.2007.06.013 .1769280710.1016/j.ccr.2007.06.013

[20] HumbertPO, GrzeschikNA, BrumbyAM, GaleaR, ElsumI, RichardsonHE. Control of tumourigenesis by the Scribble/Dlg/Lgl polarity module. Oncogene. 2008;27(55):6888–907. Epub 2008/11/26. doi: onc2008341 [pii] 10.1038/onc.2008.341 .1902993210.1038/onc.2008.341

[21] HariharanIK, BilderD. Regulation of imaginal disc growth by tumor-suppressor genes in Drosophila. Annu Rev Genet. 2006;40:335–61. Epub 2006/07/29. 10.1146/annurev.genet.39.073003.100738 .1687225610.1146/annurev.genet.39.073003.100738

[22] BilderD, LiM, PerrimonN. Cooperative regulation of cell polarity and growth by Drosophila tumor suppressors. Science. 2000;289(5476):113–6. Epub 2000/07/07. doi: 8658 [pii]. .1088422410.1126/science.289.5476.113

[23] LuH, BilderD. Endocytic control of epithelial polarity and proliferation in Drosophila. Nat Cell Biol. 2005;7(12):1232–9. Epub 2005/11/01. doi: ncb1324 [pii] 10.1038/ncb1324 .1625854610.1038/ncb1324

[24] MobergKH, SchelbleS, BurdickSK, HariharanIK. Mutations in erupted, the Drosophila ortholog of mammalian tumor susceptibility gene 101, elicit non-cell-autonomous overgrowth. Dev Cell. 2005;9(5):699–710. Epub 2005/11/01. doi: S1534-5807(05)00380-1 [pii] 10.1016/j.devcel.2005.09.018 .1625674410.1016/j.devcel.2005.09.018

[25] HsuYC, WilloughbyJJ, ChristensenAK, JensenAM. Mosaic Eyes is a novel component of the Crumbs complex and negatively regulates photoreceptor apical size. Development. 2006;133(24):4849–59. Epub 2006/11/10. doi: dev.02685 [pii] 10.1242/dev.02685 ; PubMed Central PMCID: PMC2836018.1709295210.1242/dev.02685PMC2836018

[26] NakajimaH, TanoueT. Epithelial cell shape is regulated by Lulu proteins via myosin-II. J Cell Sci. 2010;123(Pt 4):555–66. Epub 2010/01/28. doi: jcs.057752 [pii] 10.1242/jcs.057752 .2010353610.1242/jcs.057752

[27] LoieE, CharrierLE, SollierK, MassonJY, LapriseP. CRB3A Controls the Morphology and Cohesion of Cancer Cells through Ehm2/p114RhoGEF-Dependent Signaling. Molecular and cellular biology. 2015;35(19):3423–35. Epub 2015/07/29. 10.1128/MCB.00673-15 ; PubMed Central PMCID: PMCPmc4561736.2621701610.1128/MCB.00673-15PMC4561736

[28] NakajimaH, TanoueT. Lulu2 regulates the circumferential actomyosin tensile system in epithelial cells through p114RhoGEF. The Journal of cell biology. 2011;195(2):245–61. Epub 2011/10/19. 10.1083/jcb.201104118 ; PubMed Central PMCID: PMCPmc3198159.2200695010.1083/jcb.201104118PMC3198159

[29] HashimotoY, Shindo-OkadaN, TaniM, TakeuchiK, TomaH, YokotaJ. Identification of genes differentially expressed in association with metastatic potential of K-1735 murine melanoma by messenger RNA differential display. Cancer research. 1996;56(22):5266–71. Epub 1996/11/15. .8912867

[30] WangJ, CaiY, PenlandR, ChauhanS, MiesfeldRL, IttmannM. Increased expression of the metastasis-associated gene Ehm2 in prostate cancer. The Prostate. 2006;66(15):1641–52. Epub 2006/08/24. 10.1002/pros.20474 .1692730610.1002/pros.20474

[31] YuH, YeL, ManselRE, ZhangY, JiangWG. Clinical implications of the influence of Ehm2 on the aggressiveness of breast cancer cells through regulation of matrix metalloproteinase-9 expression. Mol Cancer Res. 2010;8(11):1501–12. Epub 2010/11/05. doi: 1541-7786.MCR-10-0186 [pii] 10.1158/1541-7786.MCR-10-0186 .2104777410.1158/1541-7786.MCR-10-0186

[32] GrzeschikNA, ParsonsLM, AllottML, HarveyKF, RichardsonHE. Lgl, aPKC, and Crumbs regulate the Salvador/Warts/Hippo pathway through two distinct mechanisms. Curr Biol. 2010;20(7):573–81. Epub 2010/04/07. doi: S0960-9822(10)00151-X [pii] 10.1016/j.cub.2010.01.055 .2036244710.1016/j.cub.2010.01.055

[33] LingC, ZhengY, YinF, YuJ, HuangJ, HongY, et al The apical transmembrane protein Crumbs functions as a tumor suppressor that regulates Hippo signaling by binding to Expanded. Proc Natl Acad Sci U S A. 2010;107(23):10532–7. Epub 2010/05/26. doi: 1004279107 [pii] 10.1073/pnas.1004279107 ; PubMed Central PMCID: PMC2890787.2049807310.1073/pnas.1004279107PMC2890787

[34] RobinsonBS, HuangJ, HongY, MobergKH. Crumbs regulates Salvador/Warts/Hippo signaling in Drosophila via the FERM-domain protein Expanded. Curr Biol. 2010;20(7):582–90. Epub 2010/04/07. doi: S0960-9822(10)00338-6 [pii] 10.1016/j.cub.2010.03.019 ; PubMed Central PMCID: PMC2855393.2036244510.1016/j.cub.2010.03.019PMC2855393

[35] ChenCL, GajewskiKM, HamaratogluF, BossuytW, Sansores-GarciaL, TaoC, et al The apical-basal cell polarity determinant Crumbs regulates Hippo signaling in Drosophila. Proc Natl Acad Sci U S A. 2010;107(36):15810–5. Epub 2010/08/28. 10.1073/pnas.1004060107 ; PubMed Central PMCID: PMCPmc2936591.2079804910.1073/pnas.1004060107PMC2936591

[36] ZhaoB, LiL, LeiQ, GuanKL. The Hippo-YAP pathway in organ size control and tumorigenesis: an updated version. Genes Dev. 2010;24(9):862–74. Epub 2010/05/05. doi: 24/9/862 [pii] 10.1101/gad.1909210 ; PubMed Central PMCID: PMC2861185.2043942710.1101/gad.1909210PMC2861185

How the deposited data were processed for this re-analysis (not part of the article)

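Gene expression was measured on Affymetrix Human Genome U133 Plus arrays in MCF-10A cells with ectopic CRB3 (3 arrays) and in vector control cells (3 arrays). The authors corrected the background and normalized the 6 arrays together with the Robust Multichip Average method in R, and deposited 1 log2 value per probe set and array, which was used as it stands. No version of these tools is given in the sources used here. The deposited log2 values carry no detection calls, so no probe set was called absent. Dim probe sets may understate a change, and the number of arrays limits the precision. Samples were grouped by their labels and the methods of the paper.

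Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, CRB3-expressing minus vector control, statmod 1.5.0 installed), with Benjamini-Hochberg adjustment over 54613 probe sets; the 62 control probe sets of the array were left out. The thresholds were those of the methods, an adjusted p under 0.05 and a fold change above 1.5. Gene names came from the platform annotation, brought up to date through Entrez identifiers in a RefSeq gene table of the assembly GRCh38.p14: 0 symbols had to change, and 54 probe sets kept their name because their identifier was not in that table. Probe sets with several symbols or none were tested but not named. A gene was represented by its single-gene probe set with the highest mean over the 6 arrays. AREG and other genes without such a probe set were not analysed here.

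The rule for the genes named in the text was fixed before the data were examined, and genes outside it are marked in the text as named after their values were seen. It took every gene the paper names that bears on a claim, the 12 largest rises and the 12 largest falls among genes past both thresholds whose 2 groups do not overlap, and in each list up to 4 called members (the 2 highest and the 2 lowest fold changes, or the 2 smallest p-values where none was called). The 24 gene lists were fixed at the same time. For each, the called members were counted with the adjustment over all probe sets and over the list alone. The 23 lists with at least 10 measured members were tested with limma's camera (inter-gene correlation preset to 0.01, and estimated from the data) and with fry, and each list with Fisher's exact test among genes called higher and among genes called lower, against all 19775 genes. Fold changes of lists use 1 probe set per gene. The enrichment software of the paper was not used here.

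The steps were tested on simulated data with the means and spreads of the real 54613 probe sets: of 100 probe sets changed by 1 on the log2 scale, 97% were called in the right direction, of 100 changed by 2, 100% were, and 0 of the unchanged probe sets were called. Smaller changes near the fold threshold, such as that of EPB41L4B, were not simulated, so these shares do not apply to them. Alternatives fixed beforehand were the replicate number as a block, a mean-variance trend with a robust prior, no empirical Bayes, median-centring or quantile normalization on top of the authors' values, 2 filters on dim probe sets, leaving out each array in turn, array quality weights, other fold thresholds, treat, and other rules for the probe set of a gene. All 6 arrays were kept. On each array, the 3' and 5' control probe sets of GAPDH and ACTB differed by at most 0.0855 on the log2 scale. The hybridization controls of vector control replicate 1 had a mean log2 value of 11.33, against 10.89 to 11.08 on the other arrays.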

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

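The tests of explanations for the interferon response and CUL4B were chosen after these results were seen. CD14, PTPRC, LYZ and the neighbours of CUL4B were named after their values were seen. The paper does not report on the genes that follow. Of 43 interferon response genes, 10 were higher in CRB3-expressing cells, 0 were lower and 33 did not pass both thresholds (11 higher when adjusted over the list alone). IFIT1 and IFIT3, antiviral RNA-binding proteins, rose by log2 fold changes of 2.27 (SE 0.20) and 1.24 (SE 0.11), and ISG15, a ubiquitin-like modifier, and IFIT2 rose by 0.63 and 0.61. The second probe sets of IFIT3 and IFIT2 were higher by 0.60 and 1.47, and the vector control values of IFIT1 (5.47) and IFIT2 (6.00 and 5.52) are not shown to be above background, so the sizes of these rises are not ranked. The list had an adjusted p of 5.21e-11 from camera, and an adjusted p = 0.0643 with an estimated correlation. With no empirical Bayes, 4 members were higher, and IFIT1, IFIT2 and IFIT3 were not among them. A rise carried by 1 array is argued against, since at least 8 members were higher whichever array was left out. Relative to the vector control mean, the median of the list was between 0.25 and 0.26 on the 3 CRB3-expressing arrays. On the vector control arrays it was between -0.053 and 0.026. For RNA of leukocytes, no rise of the 13 leukocyte markers as a set was seen. Their median log2 fold change was -0.025 (95% bootstrap interval over genes -0.086 to 0.032). The brightest of them, CD14 with a mean log2 value of 8.29, had a log2 fold change of -0.050, while PTPRC and LYZ had mean log2 values of 4.18 and 4.21. Only 4 of the 13 had a mean log2 value of at least 6, so these values cannot tell whether a small amount of leukocyte RNA was present. What also stays open is whether the rise comes with CRB3 or with another difference between the 2 infected and selected cell populations, which the design does not separate.

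CUL4B, which encodes a scaffold of ubiquitin ligases, had a log2 fold change of -1.29 (SE 0.065, adjusted p = 1.01e-05 from limma; 3 of 3 CRB3-expressing arrays below every vector control array). A single faulty probe set is argued against, since the other 3 probe sets of the gene were also lower, by log2 fold changes between -1.44 and -1.07. Loss of the stretch of chromosome around it is argued against as well. Of the 10 nearest genes in the RefSeq order of GRCh38.p14 with a mean log2 value of at least 6, from RNF113A to XIAP, 0 were called, and their median log2 fold change was -0.096 (95% bootstrap interval over genes -0.25 to -0.031). An effect of CRB3 and a change private to 1 of the cell populations, such as an event at CUL4B itself, both stay open and were not tested.

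Other results that the paper does not report are given as values; its discussion names the Hippo pathway, of which YAP and TAZ are effectors, and gives no values for their target genes. Of 42 keratinocyte differentiation genes 11 were higher, and of 28 luminal mammary markers 7 were higher. Of 21 YAP/TAZ target genes, 7 were higher and 0 lower (7 when adjusted over the list alone). Among them, the matrix protein gene CCDC80 rose by a log2 fold change of 2.42 (SE 0.067; 0.99 in a second probe set of similar level in vector control cells and 0.76 in a dim one, both called), IGFBP3 by 1.38 (SE 0.088, from 5.90 in vector control cells), CRIM1 by 0.65 (SE 0.069) and F3 by 0.59 (SE 0.072), the last not called after median-centring or with no empirical Bayes. The YAP/TAZ list had an adjusted p of 2.16e-09 from camera, and an adjusted p = 0.0832 with an estimated correlation. MACC1 rose by a log2 fold change of 2.87 (SE 0.13), from a vector control value of 4.67 that is not shown to be above background, and CLCA2 had one of -1.45 (SE 0.068), each with every probe set of the gene called the same way.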

How the results depend on the processing

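The counts over other splits of the samples were chosen after the results were seen. The direction and the call of CRB3 held under all alternatives run for it. Counts of called probe sets and genes stayed within 1.5 times of the main counts under the replicate block, the trend with robust prior, both further scalings, both filters on dim probe sets, array weights and each array left out. The replicate numbers do not pair the samples: the deviations of same-numbered arrays from their group means had correlations of -0.19, 0.19 and 0.06. With the replicate block, 512 probe sets were higher and 198 lower, as were 282 and 92 genes (281 and 92 of them shared with the fit that has no block), and no named gene or list lost its call. With no empirical Bayes, 297 probe sets were higher and 82 lower (174 and 46 genes), with a fold change above 2, 196 and 44 (111 and 20 genes), with no fold threshold, 1226 and 759 (666 and 351 genes), and with treat, 170 and 32 (98 and 15 genes). With the mean over a gene's probe sets, 59 genes were lower. Samples of 3 and 3 make 10 splits, too few for a share under 0.05. The real split called 716 probe sets and 375 genes and the highest other 0, with 1 of 10 splits, the real one, as large. For lists called by camera with the preset correlation, the real split gave 11 and the highest other 6.

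The log2 fold change of EPB41L4B was between 0.53 and 0.68 with 1 array left out; it was under the fold threshold without vector control replicate 1. It was 0.62 with no empirical Bayes (adjusted p = 0.0923 from the ordinary linear model, against a range from 8.59e-05 to 0.0247 over the other settings on this probe set), 0.29 as the mean over probe sets, and 0.081, 0.30, 0.49, 0.26 and -0.015 for the other probe sets. Dim probe sets may understate a change, and the cause of the other differences was not tested. Tight junction genes counted 0 lower with no empirical Bayes and 0 lower with the mean over probe sets. Without _x_at and _s_at probe sets, which leaves fewer genes, 2 adherens junction, 7 epithelial maintenance and 2 epithelial-to-mesenchymal transition genes were higher; with the mean over probe sets, 4 of the latter were higher and 2 lower. Adherens junction genes higher numbered 3 (without vector control replicate 1) to 5 with 1 array left out.

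Camera with an estimated correlation ended the calls of adherens junction, proliferation and YAP/TAZ (adjusted p = 0.0832 each), luminal (0.173), keratinocyte differentiation (0.0514), interferon (0.0643), lysosome (0.431), unfolded protein response (0.412) and cholesterol (0.158). Fry, which tests a list by itself, gave adjusted p-values under the threshold for FERM-domain (0.0189), EGFR ligands (0.0118), early endosome (0.0184), p53 (0.00397) and screen FERM genes (0.00899), and had the other sign for epithelial-to-mesenchymal transition (0.403) and basal markers (0.403). Without _x_at and _s_at probe sets, camera gave 0.00905 for epithelial-to-mesenchymal transition (lower), 0.951 for EGFR-ERK feedback with the other sign, and 0.0576 for lysosome, unfolded protein response and cholesterol. The lysosome list was at 0.0530 after median-centring, 0.0527 with a mean of at least 6, 0.0509 in the brighter probe sets, 0.0978 with the mean over probe sets, and 0.0289 to 0.0991 with 1 array left out (under the threshold only without vector control replicate 2 or CRB3-expressing replicate 1); the unfolded protein list was at 0.0632 after quantile normalization, 0.0527 and 0.0509 under the filters and 0.0129 to 0.0786 with 1 array left out (lost without vector control replicate 3 or CRB3-expressing replicate 3). Early endosome was at 0.0356 after quantile normalization. Fibroblast markers (0.528 to 0.982) and leukocyte markers (0.259 to 0.974) changed sign without 1 array (vector control replicate 2 or CRB3-expressing replicate 3, and CRB3-expressing replicate 1). With no fold threshold, genes lower held more proliferation (adjusted p = 0.000594, Fisher's exact test), hypoxia (0.00686) and basal (0.0127) genes than chance, and genes higher more EGFR-ERK feedback (0.00343), p53 (0.0276) and screen FERM genes (0.0254).

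The sign turned, with no call, for EGFR after median-centring (-0.0045), without 1 array for EGFR (-0.026 to 0.035), HBEGF (-0.047 to 0.17) and PARD6B (-0.15 to 0.058), and in other probe sets of TGFA (-0.039, -0.012), PTPN21 (-0.034, -0.014, -0.065), HBEGF (-0.021), EGFR (-0.069, -0.11, -0.11), PARD6B (0.058), LAMP2 (0.060) and ROBO4 (-0.060). Among the called genes named in the text it turned only in other probe sets that were not called themselves: EPB41L4B (-0.015), CA12 (0.13), AKR1C1 (0.039), AKR1C2 (0.055), SERPINE2 (0.012), NRP1 (0.088, 0.10), DST (0.023, 0.019), ALDH1A3 (-0.11), CLDN4 (-0.022) and DCN (0.19, 0.040). The causes were not tested.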

Differences from the paper's values

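The paper states that genes of epithelial-to-mesenchymal transition were reduced among the genes that changed more than 1.5-fold. Over the 64 measured members of the list fixed here, 8 were higher and 4 were lower in CRB3-expressing cells at the paper's thresholds, so more members were higher than lower. Over all genes, 283 were higher and 92 lower, and the odds ratio of the list was 14.9 among genes that were lower and 10.1 among genes that were higher; the difference between them was not tested. With no fold threshold, 11 members were higher and 9 lower, against 666 and 351 of all genes. The 4 lower members, SNAI2, FOXC2, SERPINE2 and NRP1, go with the paper's statement, as do the higher junction and epithelial maintenance genes. At an unadjusted p under 0.05 and any fold, 15 members were higher and 18 lower. The median log2 fold change of the list was -0.029, and camera gave an adjusted p of 0.474. In 1 of the alternatives set before the data were examined, leaving out _x_at and _s_at probe sets, camera gave the list an adjusted p of 0.00905 toward lower values, with 2 members higher. The paper's gene sets and enrichment software were not used here. For EPB41L4B the fold change here, 1.54, is the paper's value, and the adjusted p, 0.00389, is within 1.5 times of the paper's p (Fig 4E).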

Other observations

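The tests of the 2 hypotheses and of dim probe sets were set after the patterns were seen and before their own values were taken. The members of the hypothesis lists, and TPM1, MYL9 and THBS1, were named after their values were seen. The remaining fixed lists moved little. Of 32 genes of the unfolded protein and amino acid stress response, the cystine transporter SLC7A11 was the 1 that fell (by 0.66 on the log2 scale, SE 0.081), and the list had an adjusted p of 0.0237 from camera and an adjusted p = 0.412 with an estimated correlation. Of 25 p53 target genes, PLK2 and TP53I3 were the 2 that were higher, by log2 fold changes of 0.94 (SE 0.062) and 0.78 (SE 0.064). The list did not shift against other genes (adjusted p = 0.362 from camera), while fry gave adjusted p = 0.00397 toward higher values. With no fold threshold, genes that were higher held more p53 targets than chance gives (adjusted p = 0.0276 from Fisher's exact test). Of 19 genes of cholesterol synthesis, 0 passed both thresholds (7 were higher and 0 lower at an unadjusted p under 0.05 from limma) and the list had a median log2 fold change of 0.12 (adjusted p = 6.82e-05 from camera, adjusted p = 0.158 with an estimated correlation); LSS and MVD had the smallest p-values, with log2 fold changes of 0.37 and 0.31. Of 30 genes of hypoxia and glycolysis, ADM was the 1 that was higher, by a log2 fold change of 0.77 (SE 0.095; adjusted p of the list 0.780). The counts were the same when adjusted over each list alone.

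Markers of cell types that the cultures should not hold gave 1 of 14 fibroblast markers higher (FAP, log2 fold change 1.31) and 1 lower (DCN, -0.76, with 1 of its 6 other probe sets also called lower), and 0 of 13 leukocyte and 0 of 12 endothelial markers called by limma (0 and 1 at an unadjusted p under 0.05), as when adjusted over each list alone. Camera gave these lists adjusted p-values of 0.845, 0.477 and 0.477, and the smallest p-values were those of NKG7 and TYROBP (log2 fold changes -0.20 and -0.15) and of ROBO4 and KDR (0.37 and 0.20).

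The 6 probe sets of EPB41L4B differ in log2 fold change: 0.62, 0.49 and 0.30 for the 3 brightest, and 0.081, 0.26 and -0.015 for the others. Dim probe sets may understate a change on these arrays, and this was tested on the other genes called higher. The ratio of a second probe set's log2 fold change to that of the gene's brightest had a median of 0.188 over 153 second probe sets with a mean log2 value under 6, 0.723 over 119 between 6 and 8, and 0.948 over 68 of at least 8. The difference between bright and dim was 0.760 (95% bootstrap interval over probe sets 0.692 to 0.823), which is consistent with the low values of the 3 dim EPB41L4B probe sets. Probe sets that read different transcript forms were not tested and stay open, above all for the third brightest, which lies above the dim range.

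Among the largest falls, AKR1C1, AKR1C2, AKR1C3 and ALDH3A1, together with SLC7A11, are known targets of the oxidative stress regulator NFE2L2, and a hypothesis is that its activity was lower in CRB3-expressing cells. The prediction, written before the values were taken, was a median log2 fold change of at most -0.3 over 24 other targets. The median was -0.17 (95% bootstrap interval over genes -0.23 to -0.013), so the list fell short of it. The members were still shifted to lower values as a set (p = 1.51e-06 from camera, p = 0.0265 with an estimated correlation), with EPHX1 and PIR lower by log2 fold changes of -0.62 and -0.66 and 0 higher. NQO1, ABCC3, FTL and AKR1B10 passed the p threshold and not the fold threshold, with log2 fold changes of -0.42, -0.44, -0.49 and -0.50, while TXNRD1 and HMOX1 had values of 0.091 and 0.24 and did not pass the test. A smaller drop in activity than the hypothesis named stays open.

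TAGLN, TPM1, MYL9 and THBS1 of the epithelial-to-mesenchymal transition list are known targets of the serum response factor SRF. In their brightest probe sets they rose by log2 fold changes of 1.50, 0.98, 0.93 and 0.93. The vector control value of MYL9 (5.93) is not shown to be above background, so the size of its rise is not ranked. Other probe sets above 6 were called higher for TAGLN (1.69), TPM1 (0.94 and 0.84) and THBS1 (between 0.75 and 1.22). Further ones above 6 of TAGLN, TPM1 and MYL9 had 0.083, 0.29 and 0.090 and were not called. A second hypothesis was a higher activity of SRF, with a median log2 fold change of at least 0.3 over targets outside that list. Over 19 such targets the median was 0.080 (95% bootstrap interval over genes 0.047 to 0.13; p = 0.00294 from camera, p = 0.0955 with an estimated correlation), and over the 14 that lie neither under 6 nor near the ceiling of the arrays, a choice made after seeing the data, it was 0.083 (interval 0.017 to 0.14). TUFT1 was higher by 1.35, and EDN1 passed the p threshold and not the fold threshold in its brightest probe set (0.52) and was called higher in the other 2 (1.10 and 0.78), while VCL and MYH9 had values of 0.085 and 0.13 and did not pass the test. A general rise of SRF targets of the size named is argued against, and a rise of single targets stays open.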
